# HIF- and Non-HIF-Regulated Hypoxic Responses Require the Estrogen-Related Receptor in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1003230

**Published:** 2013-01-31

**Authors:** Yan Li, Divya Padmanabha, Luciana B. Gentile, Catherine I. Dumur, Robert B. Beckstead, Keith D. Baker

## Abstract

Low-oxygen tolerance is supported by an adaptive response that includes a coordinate shift in metabolism and the activation of a transcriptional program that is driven by the hypoxia-inducible factor (HIF) pathway. The precise contribution of HIF-1a in the adaptive response, however, has not been determined. Here, we investigate how HIF influences hypoxic adaptation throughout *Drosophila melanogaster* development. We find that hypoxic-induced transcriptional changes are comprised of HIF-dependent and HIF-independent pathways that are distinct and separable. We show that normoxic set-points of carbohydrate metabolites are significantly altered in *sima* mutants and that these animals are unable to mobilize glycogen in hypoxia. Furthermore, we find that the estrogen-related receptor (dERR), which is a global regulator of aerobic glycolysis in larvae, is required for a competent hypoxic response. dERR binds to dHIFa and participates in the HIF-dependent transcriptional program in hypoxia. In addition, dERR acts in the absence of dHIFa in hypoxia and a significant portion of HIF-independent transcriptional responses can be attributed to dERR actions, including upregulation of glycolytic transcripts. These results indicate that competent hypoxic responses arise from complex interactions between HIF-dependent and -independent mechanisms, and that dERR plays a central role in both of these programs.

## Author Summary

When oxygen levels fall below normal, cells are said to be in a hypoxic state. Once in hypoxia, dramatic changes are induced that allow for adaptation. In particular, energetic metabolism and transcription are highly affected. HIF (hypoxia inducible factor) is a highly conserved factor that is the driving force behind many hypoxia-induced changes—it is inactive in normal conditions and becomes active in hypoxia. Using the fruit fly as a model system, we show that hypoxic responses consist of HIF and non-HIF-dependent pathways. These response programs counteract the impacts of low oxygen by broadly influencing different cellular processes such as the breakdown of sugars, but only at appropriate developmental times. We provide evidence that HIF- and non-HIF-dependent pathways are complemented by the actions of the steroid hormone receptor estrogen-related receptor (ERR), which we show is also essential in hypoxia. Our results place new emphasis on the actions of HIF and suggest that alternative HIF-independent pathways play a more prominent role than previously thought.

## Introduction

The ability to adapt to limiting oxygen requires metabolic versatility, with cells transitioning toward glycolytic lactate production for energy production. Complementing this strategic change of metabolism are complex shifts in the transcriptome, which add durability to the initial hypoxic response. At the vanguard of the transcriptional reply to hypoxia is the HIF transcriptional complex, which is comprised of the oxygen-labile hypoxia-inducible factor-1a (HIF-1a) and its stable partner HIF-1b. This ancient pathway is central to the hypoxic response and is highly conserved from worms to human [1]. The actions of the HIF complex exert considerable influence in the etiologies of many diseases, including cancers and heart disease [2]–[4]; these conditions have a hypoxic component – and therefore an altered metabolic component – that is critical to disease progression.

In normoxia (N), HIF-1a is marked by a set of 2-oxoglutarate-utililizing prolyl hydroxylases (PHDs) that recognize specific proline residues within the oxygen-dependent degradation (ODD) domain [5], [6]. Prolyl modification of HIF-1a allows it to associate with the von Hippel-Lindau (VHL) tumor-suppressor and it is subsequently degraded [7]–[10]. Hypoxia disrupts the degradative cascade, allowing HIF-1a accumulation and activation of the HIF transcription pathway [11], [12].

The number of transcripts impacted by HIF-1a is large and ontologically diverse. Despite this, a few affected pathways generally characterize HIF-mediated adaptation responses, including upregulation of angiogenic [13], [14], erythropoietic [15], and glycolytic transcripts [16], [17]. The total hypoxic response, however, is not entirely dependent on the HIF pathway. For example, Shen et al. found 110 hypoxia response genes in *C. elegans*, 47 of which were induced in the absence of HIF [18]. Although HIF-independent hypoxia-induced activities have also been identified in other organisms, these pathways remain poorly understood, though even in mammalian cells, HIF-1a is dispensable for hypoxic upregulation of a host of transcripts [19]–[21]. These results suggest that HIF-independent hypoxic signaling mechanisms may act in concert with, or even supplant, the HIF response pathway in a context-dependent manner.

*Drosophila melanogaster* deal with no/low oxygen conditions well when compared to mammals, and can survive anoxic challenge for hours at a time [22], [23]. Flies maintain the three fundamental components of the HIF pathway: 1) the HIF prolyl hydroxylase (Fatiga); 2) dVHL; and 3) both components the HIF complex – dHIFa (encoded by *sima*) and Tango (dHIFb) [24]. As in mammals, dHIFa has an ODD domain that is sufficient to direct oxygen-sensitive degradation when hydroxylated [25]. While previous studies have examined hypoxic responses in adult flies [26], [27], the precise input that dHIFa has in this process has not been examined. In contrast, detailed studies have shown that dHIFa plays a vital role in directing hypoxia-driven terminal branching of the tracheal system during development [28], [29]. The *Drosophila* tracheal network serves as the fly respiratory system, and it is noteworthy that its developmental branching bears a striking resemblance to processes controlling mammalian angiogenesis [30]. In addition, similar hypoxia-induced metabolic transitions have been reported in flies and mammals [31], although these remain poorly defined.

The highly conserved dERR nuclear receptor directs a developmentally-regulated transcriptional switch towards glycolytic metabolism that supports developmental growth [32]. This function is akin to that described for ERRa in vertebrates, which is associated with glycolytic metabolism and breast cancer [33]–[38]. Importantly, mammalian ERRs are also active participants in HIF-mediated hypoxic responses. They are directly recruited by HIF-1a to HREs and are required for a complete transcriptional response at specific promoters [39], suggesting that ERRs play a critical role in hypoxic responses.

We set out to interrogate hypoxic responses in *Drosophila* and wanted to assess the influence of dHIFa on transcriptional and metabolic adaptation. We report here that the hypoxic transcriptional response segregates into distinct HIF-dependent and HIF-independent pathways. These pathways are differentially sensitive to hypoxic challenge in a temporal fashion during development, but both pathways are most sensitive prior to metamorphic onset and least active in the immediate hours following pupariation. Contrary to expectations, we find that upregulation of glycolytic transcripts is non-HIF-dependent. Our metabolic analysis suggests that loss of dHIFa has a profound and wide-ranging affect on all aspects of carbohydrate catabolism when unchallenged in normoxia. In hypoxia, however, *sima* mutants remain unable to mobilize glycogen, which is preferentially depleted under hypoxic conditions. We additionally show that dERR is required during hypoxia, in that it controls a unique set of hypoxia-regulated dERR-dependent transcripts that include HIF-independent glycolytic genes. Altogether, our studies raise important questions regarding the breadth of HIF involvement in hypoxic transitions and identify dERR as an essential factor that complements HIF-dependent and -independent responses.

## Results

### Robust transcriptional response to hypoxia in late third instar larvae

To better understand the contribution of in the hypoxic adaptation response, we wanted to determine the developmental time point when dHIFa was most active. To start, we examined the wild-type expression of two known hypoxia-responsive transcripts in *Drosophila*, *lactate dehydrogenase* (*LDH*, known also as: *ImpL3*, *CG10160*), and the HIF prolyl hydroxylase, *fatiga* (*CG31543*) [40], [41]. We also examined the rate-limiting enzyme of glycolysis, phosphofructokinase, encoded by *Pfk* (*CG4001*) as a potential hypoxia-responsive gene. We surveyed three times points, late embryo, mid-second instar (mid-L2) larvae, and late-L3 larvae by qRT-PCR to examine transcriptional responses of whole animals that were allowed to develop in normoxia and then challenged with a 4% O_2_ treatment for 6 hours – hereafter referred to as H-treatment (Figure 1A). This level of oxygen, and this time course, has previously been shown to mobilize the fly HIF pathway [42]. As seen in Figure 1D, the late-L3 time point of wandering larvae [−10 to −4 hours relative to the onset of pupariation (RTP)] is a period where each of the three genes is significantly induced by H-treatment. This expression profile is different from responses observed in embryos 18–24 hr after egg laying (AEL) (Figure 1B) and mid-L2 larvae (Figure 1C), when *LDH* and *Pfk* were unresponsive to treatment, indicating that hypoxic responses are developmentally tempered.

**Figure 1:**
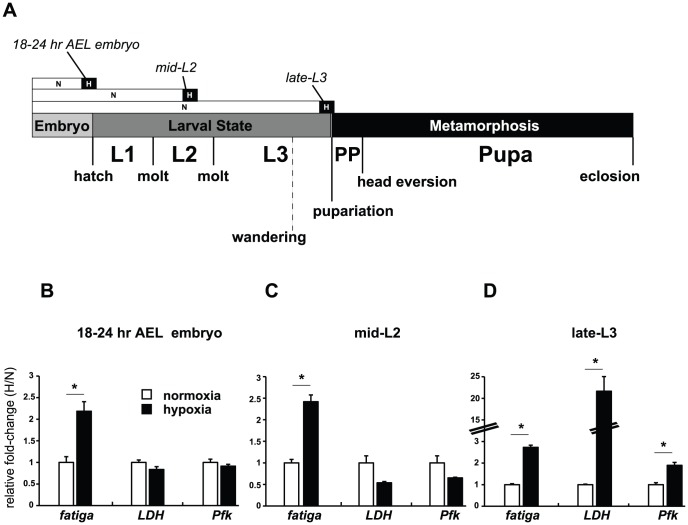
Temporal-dependent hypoxic responses. (A) Hypoxic treatment regimen of *w^1118^* animals that were allowed to develop in normoxia (N) until they reached one of three developmental stages, at which point they were treated for 6 hours in N or hypoxia (H) (4% O_2_). (B–D) qRT-PCR analysis was performed to assess the expression of *fatiga*, *LDH*, and *Pfk* at 18–24 hr AEL, mid-L2, or partial clear-gut larvae in late-L3. All experiments were performed in triplicate from pools of biological replicates. Values are normalized to *rp49* expression and are reported as the relative fold-change of H/N. Error bars are the SEM. * = *p*-value<0.05.

### Identification of HIF-dependent and HIF-independent hypoxic transcripts

To establish the identity of the full complement of H-regulated transcripts, RNA samples were prepared from N- and H-treated pools of control *w^1118^* animals and *sima* mutants at the late-L3 time. 

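For the arrays, animals were staged at 10 to 4 h before pupariation, at least 10 per replicate, and then kept for 6 h at 25°C in normoxia or in 4% oxygen. Their RNA was hybridized to Affymetrix Drosophila Genome arrays, on which a probe set of short oligonucleotides reports the level of a transcript. For this experiment 3 biological replicates were used of *w1118* in normoxia, 5 of *w1118* in hypoxia, 3 of *sima* in normoxia and 3 of *sima* in hypoxia. The authors normalized the arrays with RMA, and the deposited values are intensities on the linear scale, up to 23239.92, with array medians from 35.4 to 45.4. The log2 of each value was taken, and limma fitted 1 model to the 26 arrays of the study, which fall into 8 groups of genotype and oxygen level. A probe set was called H-regulated at a change of at least 1.5-fold and a Benjamini-Hochberg adjusted p under 0.01 over the 18769 probe sets tested. All changes are given as log2 values with the standard error from this model, and the number of arrays limits their precision. The median SD of a probe set between replicates was 0.11 in *w1118* in normoxia and 0.21 in *w1118* in hypoxia. Within the latter group, replicates 2 and 3 differed by 0.16 on average and replicates 4 and 5 by 0.25, while the other pairs differed by 0.35 to 0.45. The model treats the 5 as independent. If the closer pairs are not, standard errors and p values that use this group may be too small. The mean of 10 testis transcripts also differed within that group, by -2.13 between replicates 4 and 5 and replicates 1 to 3.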

The *sima* mutant line (*sima^07607^*) contains a lethal P-element insertion in the first intron in the *sima* locus, which eliminates detectable expression of the transcript, rendering the animals incapable of directing expression of an oxygen-sensitive murine *LDH*-reporter and, importantly, unable to respond competently to hypoxic challenge [42], [43].

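The *sima* transcript, which encodes dHIFα, had a mean log2 expression of 7.81 ± 0.15 (SD, n = 3) in *w1118* in normoxia and 7.86 ± 0.31 (SD, n = 5) in hypoxia. In *sima* mutants it was 5.61 ± 0.07 (SD, n = 3) in normoxia and 5.23 ± 0.23 (SD, n = 3) in hypoxia. The difference between *sima* and *w1118* was -2.20 in normoxia (SE 0.17, adjusted p = 2.51e-08, limma) and -2.63 in hypoxia (SE 0.15, adjusted p = 1.76e-10). Every *sima* array was below every *w1118* array. Hypoxia did not change the transcript at the threshold in *w1118* (0.06, adjusted p = 0.825) or in *sima* (-0.38, adjusted p = 0.211). How much of the signal left in the mutant is background was not measured.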

As expected, H-treatment resulted in a pronounced change in the transcriptome. 

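In *w1118*, 966 of the 18769 probe sets were H-regulated, of which 672 rose and 294 fell. *CG11825* rose most, by a log2 change of 5.63 (SE 0.53, adjusted p = 3.25e-07), followed by the immune-induced peptide genes *BomS2* (4.44, SE 0.76) and *BomT2* (4.00, SE 0.66). Of 81 cytochrome P450 transcripts, which encode oxygen-dependent oxidases, 14 rose and 0 fell by limma (15 and 0 when adjusted over the list alone), led by *Cyp6a23* at 3.34 (SE 0.38) and *Cyp6a2* at 2.50 (SE 0.55). Of 34 glutathione S-transferases, 9 rose and 1 fell (9 and 2 when adjusted over the list alone), among them *GstD6* at 2.66 (SE 0.44) and *GstS1* at -0.72 (SE 0.14). Both families moved up against other genes by camera with the preset correlation (adjusted p = 0.0040 for each), and in neither did this hold (adjusted p = 0.796 with an estimated correlation for each). The transcripts that fell most were *CG10514* (-3.04, SE 0.33), *Punch*, listed as *Pu*, which encodes GTP cyclohydrolase (-2.55, SE 0.60), and *CG3397* (-2.47, SE 0.40). *Lsd-1*, which encodes a lipid droplet protein, fell by 1.44 (SE 0.25). When every array was centred on its median, which moves the median change of all probe sets from 0.06 to 0.21, 1070 probe sets were called, 950 higher and 120 lower.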

Using the microarray scheme outlined in Figure S1, we extracted a series of significantly altered gene sets (Table S1). 

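In *sima* mutants, 675 probe sets were H-regulated, 348 higher and 327 lower, and 296 of these were also called in *w1118*. With the means of the muscle, midgut and testis lists on each array as covariates, 376 were called, 330 of them among the 675, and the median SE went from 0.152 to 0.159. Without covariates, the count was 425 without *sima* normoxia replicate 2, 446 without *sima* hypoxia replicate 1 and 412 without *sima* hypoxia replicate 3. Among the transcripts called in *sima* and not in *w1118*, *glob1*, which encodes a hemoglobin, rose by 3.37 (SE 0.67) and *Ddc*, which encodes dopa decarboxylase, fell by 3.80 (SE 0.87). Transcripts of 4 genes of the ecdysone response were also called: *ftz-f1* rose by 2.04 (SE 0.35), while *broad* (*br*, -2.28, SE 0.32), *Hr39* (-1.69, SE 0.23) and *ImpE1* (-3.02, SE 0.71) fell. Between *sima* and *w1118* in hypoxia, 856 probe sets differed, 458 higher and 398 lower in *sima*. That count was 1300 without *w1118* hypoxia replicate 1, 541 without *sima* hypoxia replicate 1 and 535 without *sima* hypoxia replicate 3. The drug transporter *Mdr50* was higher in *sima* by 4.29 (SE 0.38), whereas *rosy* (*ry*), which encodes xanthine dehydrogenase, was lower (-4.11, SE 0.27) and was already lower in normoxia (-4.25, SE 0.30).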

We were primarily concerned with identifying two mutually exclusive H-regulated gene sets – HIF-independent (HI) and HIF-dependent (HD). Transcripts that did not exhibit at least a 1.5-fold change in expression, and which did not have a false discovery rate (FDR, *q*-value) of less than 1%, were not included in any set. This high stringency means that we have likely excluded genuinely H-regulated transcripts from our final sets, be they HD or HI. Despite this, we classified 254 transcripts as HI and 171 as HD. It is important to note that the HI and HD categorizations reflect the hypoxic responsiveness of individual transcripts at the late-L3 time alone. 

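By the scheme of Figure S1, 296 probe sets of 259 genes were HI and 145 probe sets of 116 genes were HD, and the other 525 of the *w1118* calls were in neither set. In the HI set, 207 rose and 89 fell in *w1118*, and 294 changed in the same direction in *sima*. *Sil1*, an exchange factor for an endoplasmic reticulum chaperone, is an HI example with a change of 2.98 (SE 0.31) in *sima*, as is *Ugt37D1*, a UDP-glycosyltransferase, with 3.21 (SE 0.61) there and 2.77 (SE 0.54) in *w1118*. In the HD set, 114 rose and 31 fell in *w1118*, and in hypoxia 108 were lower and 37 higher in *sima* than in *w1118*. *scylla* (*scyl*), an inhibitor of growth signaling, is an HD example: it rose by 0.70 (SE 0.16) in *w1118* and was lower in *sima* in hypoxia (-0.73, SE 0.16). Set membership does not test whether the change itself differs between genotypes. That difference was tested as an interaction in limma and was called for 35 of the HD and 3 of the HI probe sets. In normoxia *sima* already differed from *w1118* for 25 HI and 16 HD probe sets.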

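Among the HD transcripts, *dDPH1* (*CG11652*), which encodes an enzyme of diphthamide synthesis, rose by a log2 change of 3.47 (SE 0.23, adjusted p = 1.87e-09, limma) in *w1118* and by 0.10 (SE 0.25, adjusted p = 0.888) in *sima*. The interaction of its change with the genotype was -3.37 (adjusted p = 1.15e-05). *Ero1L*, which encodes a thiol oxidase of the endoplasmic reticulum, changed by 2.54 (SE 0.16) in *w1118* and 0.65 (SE 0.17, adjusted p = 0.0219) in *sima*, with an interaction of -1.89 (adjusted p = 7.77e-05). For *HSF1*, the heat shock regulator, the changes were 1.52 (SE 0.20) and 0.00 (SE 0.22), and the interaction of -1.52 did not pass (adjusted p = 0.0129). *CG34330* had the largest deficit in *sima* in hypoxia (-6.07, SE 0.41) and was already lower in *sima* in normoxia (-3.13, SE 0.46). Its change in *w1118* was 2.36 (SE 0.41), and the interaction of -2.94 did not pass (adjusted p = 0.0218). Among the HI transcripts, *p53* rose by 1.23 (SE 0.14) in *w1118* and 1.84 (SE 0.15) in *sima*. *Cpr*, the electron donor of the P450 enzymes, rose by 2.12 (SE 0.14) and 2.30 (SE 0.16). *CG5999*, a UDP-glucuronosyltransferase listed as *Ugt37A3*, rose by 2.54 (SE 0.30) in *w1118* and 3.07 (SE 0.33) in *sima*. *Krüppel* (*Kr*), a transcriptional repressor, and *obstructor-H*, a chitin-binding protein, did not pass in *w1118* (-0.88, adjusted p = 0.0359, and 1.24, adjusted p = 0.0183). On the scale of ratios of mean intensities, the 80 fold changes listed by the paper and those from the deposited values differ by at most 0.228%.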

The top 20 affected transcripts from the HIF-dependent and -independent categories are listed in Table 1.

**Table 1:** List of 20 top transcripts whose expression changes in response to hypoxic challenge in a dHIF-dependent or -independent fashion.

Top 20 HIF-Dependent Hypoxia Response Genes					
Probe Set ID	CG	Gene Title	Process/Function	*w^1118^* hypoxia vs. *sima* hypoxia	*w^1118^* normoxia vs. *w^1118^* hypoxia
1639737_at	CG34330	—	—	−67.60	4.82
AFFX-Dm-U46493-1_s_at	—	—	—	−22.19	2.47
1625173_s_at	CG11652	dDPH1	diphthamide synthesis	−16.82	10.91
1626857_at	CG4408	—	carboxypeptidase	−11.90	−2.93
1627135_at	CG4608	branchless	FGF receptor	−9.51	10.87
1637758_at	CG7737	—	spermine oxidase	−7.93	8.56
1638797_a_at	CG31543	Fatiga	HIF prolyl hydroxylase	−7.91	7.70
1637182_at	CG9503	—	choline dehydrogenase	−6.85	2.51
1624497_at	CG2676	—	—	−6.44	4.28
1634786_at	CG7106	lectin-28C	mannose receptor	−6.01	1.80
1628705_at	CG31022	PH4alphaEB	prolyl hydroxylase	−5.62	3.08
1636482_at	CG14005	—	—	−5.34	5.69
1639555_at	CG17724	—	—	−4.66	4.23
1629753_at	CG3340	Kruppel	transcriptional repression	−4.47	−1.76
1632203_at	CG31706	—	—	−4.26	6.16
1628428_at	CG12389	dFPP	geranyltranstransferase	−4.25	3.79
1635558_s_at	CG17724//CG32904	—//sequoia	—	−4.19	4.31
1627525_a_at	CG1333	Ero1L	protein disulfide isomerase	−3.79	5.91
1636145_at	CG7219	Serpin 28D	serine-type endopeptidase inhibitor	−3.78	3.87
1626844_at	CG5748	HSF1	transcriptional activator	−3.54	2.98

Top 20 HIF-Independent Hypoxia Response Genes				*sima* normoxia vs. *sima* hypoxia	*w^1118^* normoxia vs. *w^1118^* hypoxia
1631533_at	CG10240	Cyp6a22	E-class cytochrome P450	7.82	5.38
1638182_at	CG5999	—	UDP-glucuronosyltransferase	7.49	5.89
1635227_at	CG10160	ImpL3	lactate dehydrogenase	7.38	14.16
1626324_at	CG9964	Cyp309a1	E-class cytochrome P450	6.48	3.57
1628758_at	CG1774	dACOT	acyl-CoA thioesterase	6.36	4.39
1632021_at	CG10245	Cyp6a20	E-class cytochrome P450	6.30	2.79
1629061_s_at	CG32041	Hsp22//Hsp67Bb	response to stress	5.83	6.01
1628052_at	CG10241	Cyp6a17	E-class cytochrome P450	5.20	5.67
1632343_at	CG3017	Alas	5-aminolevulinate synthase	5.07	3.82
1631637_a_at	CG11567	Cpr	NADPH-cytochrome P450 reductase	4.91	4.36
1639495_at	CG4485	Cyp9b1	E-class cytochrome P450	4.80	5.44
1628660_at	CG7130	Hsp40	dnaJ homolog	4.18	3.05
1624156_at	CG18578	Ugt86Da	UDP-glucuronosyltransferase	4.02	3.06
1632639_at	CG13941	Arc2	synaptic plasticity	3.94	3.44
1631611_at	CG33983	obstructor-H	chitin-binding	3.94	2.39
1641169_s_at	CG11050	—	phosphoric diester hydrolase	3.71	3.68
1634072_s_at	CG4311	Hmgs	HMG-CoA synthase	3.68	2.53
1625134_at	CG10873	p53	tumor suppressor	3.57	2.36
1630885_at	CG12534	Alr	flavin-linked sulfhydryl oxidase	3.52	1.97
1628657_at	CG17534	GstE9	glutathione S transferase	3.38	3.89

For HIF-dependent genes (taken from the top 20 down-regulated transcripts in the HD H-genes set), transcripts are sorted according to normalized microarray values obtained when comparing *w^1118^* hypoxia samples with *sima* hypoxia samples. For the HIF-independent genes (taken from the top 20 up-regulated HI H-genes set), transcripts are sorted according to the normalized microarray values obtained when comparing *sima* normoxia with *sima* hypoxia samples. For comparative purposes, the respective hypoxic changes observed in *w^1118^* control animals are reported in the last column. Additionally, the first four columns show the Affymetrix probe set ID, CG number, gene title, and the putative process/function of the encoded protein.

Gene ontology (GO) analysis [44] was performed on the hypoxia genes sets (Figure 2A and 2B). 

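Of 11 transcripts of glycolytic enzymes, 4 rose in *w1118* and 0 fell by limma (4 and 0 when adjusted over the list alone). *Hex-A*, the hexokinase of the first step, rose by 1.32 (SE 0.20, adjusted p = 8.66e-05) in *w1118* and 1.42 (SE 0.22, adjusted p = 2.18e-04) in *sima*. *Enolase* (*Eno*) rose by 0.64 (SE 0.13, adjusted p = 0.0016) and 1.03 (SE 0.14, adjusted p = 7.47e-05). *Pgi*, the glucose-6-phosphate isomerase, rose by 0.93 (SE 0.22, adjusted p = 0.0056) and 1.32 (SE 0.24, adjusted p = 0.0012). The fourth was *Pfk*, and the same 4 transcripts passed in *sima*, where 5 passed when adjusted over the list alone. The list moved up against other genes by camera in *w1118* (median change 0.30, adjusted p = 0.0242), which did not hold (adjusted p = 0.796 with an estimated correlation). It moved up in *sima* too (median 0.65, adjusted p = 1.74e-06), which also did not hold (adjusted p = 0.1798 with an estimated correlation). All 4 are in the HI set and 0 in the HD set, a share of the *w1118* calls that Fisher's exact test (one-sided) does not separate from chance (adjusted p = 0.0869 for HI). Against all genes measured, that adjusted p was 8.43e-04. The call for *Pgi* in *w1118* was lost without *w1118* normoxia replicate 1 (0.96), 2 (0.85) or 3 (0.97) and without *w1118* hypoxia replicate 1 (0.78), 2 (0.94) or 4 (0.91), and its call in *sima* without *sima* normoxia replicate 2 (1.20). The call for *enolase* in *w1118* was lost without *w1118* normoxia replicate 2 (0.55) or *w1118* hypoxia replicate 1 (0.55).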

Notably, the HI genes set, and not the HD genes set, contain glycolytic transcripts that are upregulated in hypoxia, which was the single most statistically-impacted process in either the HD or the HI sets (Figure 2A). Instead of glycolytic genes, significant GO categories were identified for HD genes involved in translational control and RNA processing (Figure 2B). However, among the HD H-regulated transcripts are *fatiga* and *dVHL*. This suggests that dHIFa participates in a feedback regulatory loop that attenuates its own activity.

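Of 17 transcripts of nucleolar proteins, which make and modify ribosomal RNA, 6 fell and 0 rose in *w1118* in hypoxia by limma (7 and 0 when adjusted over the list alone), and the median change was -0.52. *NHP2* (-1.39, SE 0.13, adjusted p = 4.77e-07), *Nop56* (-1.01, SE 0.13, adjusted p = 1.76e-05) and *Nop60B* (-0.71, SE 0.12, adjusted p = 3.31e-04) are components of the particles that modify ribosomal RNA, and all are in the HD set. *Nopp140*, a nucleolar chaperone, fell by 1.18 (SE 0.14) in *w1118* and by 0.68 (SE 0.15) in *sima*, and is HI. In *sima*, *Nopp140* alone was called. *NHP2* was higher in *sima* than in *w1118* in hypoxia by 0.84 (SE 0.13) and *Nop56* by 0.64 (SE 0.13). Camera placed the list below other genes in *w1118* (adjusted p = 1.95e-08), which did not hold (adjusted p = 0.341 with an estimated correlation). The share of the list in the HD set, 3 of the 6 called, was not separated from chance by Fisher's exact test (one-sided, adjusted p = 0.267). The interaction of the list's change with *sima* was positive by camera (median 0.41, adjusted p = 4.22e-06), which did not hold (adjusted p = 0.468 with an estimated correlation), and no member passed it by limma. Of 41 cytosolic ribosomal protein transcripts, 0 rose and 1, *RpLP0-like*, fell in *w1118* (-0.84), the same counts when adjusted over the list alone, with a median of 0.07, a mean of -0.07 and no shift by camera (adjusted p = 0.164). Of 17 transcripts of aminoacyl-tRNA synthetases, which charge tRNAs for translation, 1 rose in *w1118*, *ValRS* (0.63, SE 0.11), while *ArgRS* (-0.58, SE 0.10) fell short of 1.5-fold, and 10 rose in *sima* (1 and 11 when adjusted over the list alone), among them *AsnRS* (1.59, SE 0.11) and *GluProRS* (1.09, SE 0.13). Camera's adjusted p for this list in *sima* was 7.83e-13, which fell short of the threshold otherwise (adjusted p = 0.0532 with an estimated correlation). The interaction was called for *AsnRS* (1.31, adjusted p = 1.80e-05) and *GluProRS* (0.94, adjusted p = 0.0081).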

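*fatiga* (listed as *Hph*) encodes the prolyl hydroxylase that marks dHIFα for degradation. Its log2 expression in *w1118* was 8.68 ± 0.21 (SD, n = 3) in normoxia and 11.61 ± 0.30 (SD, n = 5) in hypoxia, a change of 2.93 (SE 0.17, adjusted p = 1.34e-09, limma). In *sima* it was 8.14 ± 0.11 and 8.64 ± 0.23 (SD, n = 3 each), a change of 0.50 (SE 0.19) that did not pass (adjusted p = 0.125). *dVHL*, which encodes the ubiquitin ligase subunit that binds hydroxylated dHIFα, went from 7.14 ± 0.20 (SD, n = 3) to 8.22 ± 0.20 (SD, n = 5) in *w1118*, a change of 1.09 (SE 0.13, adjusted p = 1.07e-05). In *sima* it changed by -0.05 (SE 0.15, adjusted p = 0.906). The change itself differed between the genotypes, by -2.43 for *fatiga* (adjusted p = 1.53e-05) and -1.14 for *dVHL* (adjusted p = 0.0056). Of 7 transcripts of the HIF pathway, 4 rose in *w1118* (4 when adjusted over the list alone), and all 4 are in the HD set (Fisher's exact test, one-sided, adjusted p = 0.0102). Camera placed the list above other genes in *w1118* (adjusted p = 9.65e-05), which did not hold (adjusted p = 0.136 with an estimated correlation). In hypoxia 5 of the 7 were lower in *sima* than in *w1118*, *sima* itself included, a shift that held (adjusted p = 0.0041 with an estimated correlation). Without *sima*, a test chosen after the result was seen, 4 of the other 6 were lower, and the shift held (adjusted p = 0.0246 with an estimated correlation). From these transcripts, the paper proposes that dHIFα takes part in a feedback loop that attenuates its own activity.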

**Figure 2:**
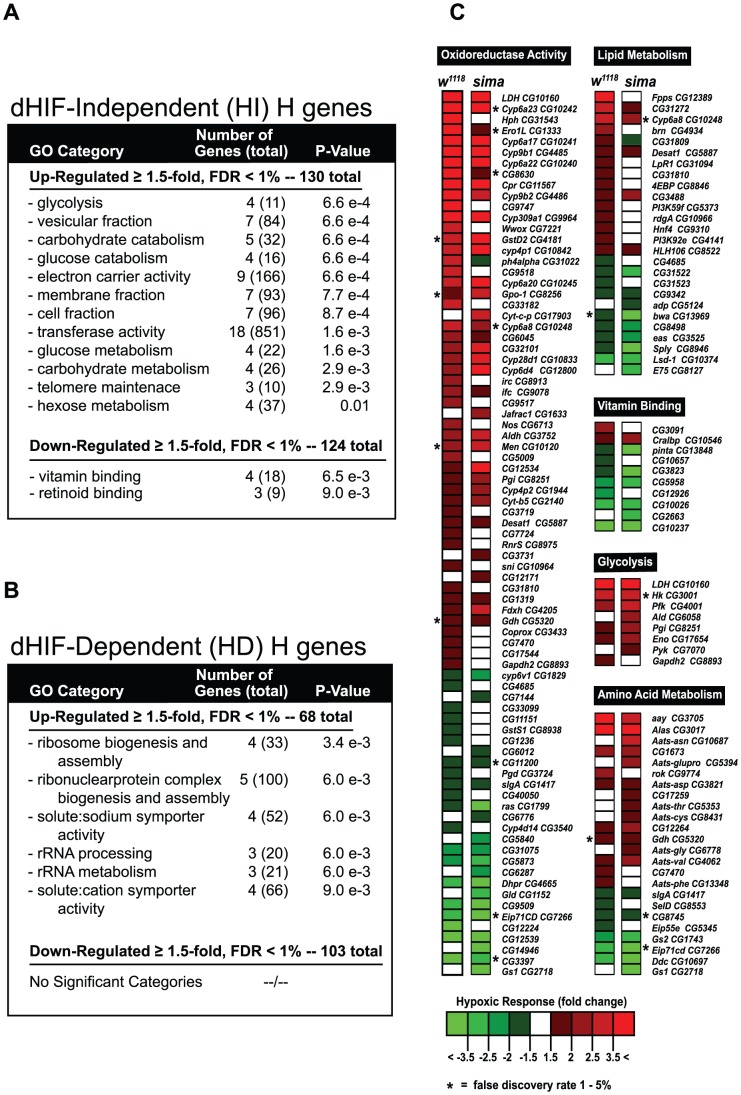
HIF-dependent and HIF-independent hypoxic response genes. (A–B) Gene ontology (GO) analysis was performed on HIF-independent (HI) and HIF-dependent (HD) gene sets that were derived from microarray analysis of H- or N-treated control (*w^1118^*) animals or *sima* mutants collected at the partial clear-gut late-L3 time. See Figure S1 for the analysis scheme. GO categories are listed in order of statistical significance. The numbers of H-regulated genes affected are shown along with the total number of genes in each category. All transcripts are up- or downregulated at least 1.5-fold and have a false discovery rate (FDR) of <1%. (C) A heat map was created to illustrate the similarity or dissimilarity of hypoxic responses for major GO categories impacted by H-treatment in control animals and *sima* mutants. Red (upregulated), green (downregulated), or white (no significant change) values represent hypoxic responses observed in the backgrounds indicated. For this analysis, FDR stringency was <1%, unless otherwise noted with * for a particular genotype, where a relaxed gate was used (1–5%).

Ontology-focused heat maps were generated to compare hypoxic transcriptional responsiveness. In addition to glycolytic genes, comparisons were made for other metabolic categories where GO significance was identified, including oxidoreductase activity, lipid metabolism, vitamin binding, and amino acid metabolism (Figure 2C). With the exception of lipid metabolic genes, when hypoxic responsiveness is seen (up- or downregulated) in the control background, the majority of genes also respond in-kind in the *sima* background, and usually with a similar fold-change increase. These results suggest that HIF-independent, H-sensitive mechanisms account for a large percentage of the hypoxic response.

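Among the 966 probe sets called in *w1118*, 900 (93.2%) changed in the same direction in *sima*, and for 636 both changes lay within 1.5-fold of each other. These were chosen for a large change in *w1118*, and over all 18769 probe sets 10964 (58.4%) changed in the same direction and 15678 lay within 1.5-fold. For the 966, the median size of the change was 0.90 in *w1118* and 0.54 in *sima*. *CG11050* changed alike in both, by 1.87 (SE 0.24) and 1.89 (SE 0.27). *Arc2*, a gene of synaptic plasticity, rose by 1.76 (SE 0.14) and 1.99 (SE 0.16). *Hmgs*, which encodes HMG-CoA synthase, rose by 1.35 (SE 0.19) in *w1118* and 1.89 (SE 0.22) in *sima*. Of 12 transcripts of lipid storage and breakdown, 1 rose and 1 fell in *w1118* (2 and 1 when adjusted over the list alone). These were *Desat1*, a fatty acid desaturase (0.89, SE 0.17), and *Lsd-1*, which also fell in *sima*, by 1.58 (SE 0.28). *Lsd-1* was the only member of this list called in *sima* by limma (1 rose and 1 fell when adjusted over the list alone). The median change of the list was -0.21 in *w1118*, where camera's direction was up (adjusted p = 0.951), and 0.10 in *sima*, where the mean was -0.10 and camera's direction down (adjusted p = 0.587).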

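Of the transcripts called in *w1118*, those of the oxidases *Cyp12a5* (2.17, SE 0.38 in *w1118*) and *Cyp28a5* (1.88, SE 0.45) were in the HD set. Both were higher, not lower, in *sima* than in *w1118* in hypoxia (2.05, SE 0.38 and 2.81, SE 0.45) and already in normoxia (2.52, SE 0.42 and 3.21, SE 0.50), and both rose in the double-mutant (2.53, SE 0.42 and 2.48, SE 0.50). By contrast, 11 of the 14 P450 transcripts called were in the HI set (Fisher's exact test, one-sided, adjusted p = 0.0095 against the *w1118* calls). Across all 18769 probe sets, the changes in *w1118* and *sima* correlated with Pearson's r = 0.395 and Spearman's rho = 0.241. Across the 966 called in *w1118* these were 0.752 and 0.756, with a slope of 0.594. Genes are not independent replicates, so no p is given, and 6 correlations between genotypes were computed. Without *sima* hypoxia replicate 1, r over all probe sets was 0.259, and with *w1118* hypoxia replicates 1 to 3 alone 0.618. From the genes that respond in kind in the *sima* background, the paper proposes that HIF-independent, H-sensitive mechanisms make up a large percentage of the hypoxic response.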

### Temporal-dependent hypoxic responses

The unexpected breadth of contribution of the HI pathway in the hypoxic response led us to reconsider our initial observations made in Figure 1, where *fatiga* displayed a similar response profile across each of the times assayed, and *LDH* and *Pfk* displayed a hypoxic response at only the late-larval time. Indeed, *fatiga* is a HD gene, whereas *LDH* and *Pfk* are HI genes (Table S1). 

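*LDH* (*ImpL3*), the enzyme that turns pyruvate to lactate, had a log2 expression of 8.60 ± 0.43 (SD, n = 3) in *w1118* in normoxia and 12.41 ± 0.45 (SD, n = 5) in hypoxia. The change was 3.81 (SE 0.30, adjusted p = 2.27e-08, limma), against 2.87 (SE 0.34, adjusted p = 9.66e-06) in *sima*, where it went from 8.90 ± 0.15 to 11.77 ± 0.27 (SD, n = 3 each). *Pfk*, the phosphofructokinase that commits sugar to glycolysis, rose from 8.47 ± 0.13 (SD, n = 3) to 9.52 ± 0.37 (SD, n = 5) in *w1118*, a change of 1.05 (SE 0.19, adjusted p = 7.15e-04). In *sima* it rose from 8.69 ± 0.23 to 10.17 ± 0.10 (SD, n = 3 each), a change of 1.47 (SE 0.22, adjusted p = 1.31e-04). Neither change was shown to differ between the genotypes (interaction -0.94, adjusted p = 0.342 for *LDH*, and 0.42, adjusted p = 0.482 for *Pfk*).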

Were *LDH* and *Pfk* unresponsive at earlier developmental times because the HI pathway was not active until just prior to metamorphic onset? To address this question, we collected RNA from control animals and *sima* mutants staged at times that spanned development. In all, twelve samples were gathered: 4 embryonic times (0–6 hrs AEL [*w^1118^* background only], 6–12 hrs AEL, 12–18 hrs AEL, and 18–24 hrs AEL); 4 larval times (mid-L1, mid-L2, mid-L3, and −4 hr RTP); 3 metamorphic times (0 hr RTP, +12 hr RTP, +72 hr RTP); and 1 adult time (1 day-old males). qRT-PCR was used to assess H responses of 13 select genes that displayed varying levels of H-sensitive expression. Of those genes analyzed: five were classified as HD genes – *fatiga, spermine oxidase* (*CG7737*), *sequoia* (*CG17724*), *branchless* (*CG4608*), and *Peroxiredoxin 2540-2* (*Prx2540*, *CG*11765); seven were classified as HI genes – *LDH, Pfk, NMNAT* (*CG13645*), *Alas* (*CG3017*), *Cyp9b1* (*CG4485*), *Cyp6a17* (*CG10241*), and *Cyp6a22* (*CG10240*); and one was highly affected by H, but did not meet the stringency requirements for H set inclusion – *CG31769*, which had a largely HIF-dependent expression profile in late-L3.

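The *spermine oxidase* transcript (*CG7737*), of an enzyme that breaks down polyamines, rose from 5.16 ± 0.16 (SD, n = 3) to 8.24 ± 0.28 (SD, n = 5) in *w1118*, a change of 3.08 (SE 0.20, adjusted p = 1.87e-09, limma). In *sima* it changed by 0.12 (SE 0.23, adjusted p = 0.847), with an interaction of -2.96 (adjusted p = 1.15e-05). *branchless*, the FGF that guides tracheal growth, rose by 3.43 (SE 0.24) in *w1118* and did not pass in *sima* (0.37, SE 0.27, adjusted p = 0.532). Its interaction was -3.06 (adjusted p = 4.63e-05). The *CG17724* probe set of *sequoia* rose by 2.08 (SE 0.13) in *w1118* and changed by -0.10 (SE 0.14, adjusted p = 0.802) in *sima*. This probe set is also listed for *Kdm4B*. Among the HI transcripts, *Alas*, the enzyme of the first step of heme synthesis, rose by 1.93 (SE 0.13) in *w1118* and 2.34 (SE 0.15) in *sima*, and no difference between these changes was shown (0.41, adjusted p = 0.349). *Cyp9b1* rose by 2.37 (SE 0.29) and 2.27 (SE 0.32), *Cyp6a17* by 2.41 (SE 0.32) and 2.38 (SE 0.36) and *Cyp6a22* by 2.37 (SE 0.32) and 2.97 (SE 0.36). *Cyp6a17* was far higher in *sima* than in *w1118* at both oxygen levels (4.92, SE 0.36 in normoxia and 4.88, SE 0.32 in hypoxia). This was not particular to *sima*: against *w1118* it was higher in *dERR* (4.79 in normoxia and 4.28 in hypoxia) and in the double-mutant (3.26 and 4.61). *NMNAT*, which makes NAD, rose by 0.71 (SE 0.15) in *w1118* and 1.16 (SE 0.17) in *sima*, and its call in *w1118* was lost without *w1118* normoxia replicate 1 (0.69), 2 (0.73) or 3 (0.70). Its 2 other probe sets rose by 0.76 (SE 0.11) and 0.76 (SE 0.15) in *w1118*, calls kept without any 1 array, and by 0.70 (SE 0.13) and 0.85 (SE 0.16) in *sima*. The *sima* calls were lost without *sima* hypoxia replicate 1 (0.62 and 0.71), and that of the second also without *sima* normoxia replicate 1 (0.83). *CG31769* rose by 3.83 (SE 0.70, adjusted p = 7.11e-04) in *w1118*, did not pass in *sima* (1.73, adjusted p = 0.227) and is in no set, and its interaction did not pass (-2.11, adjusted p = 0.350).

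**Figure D1:**
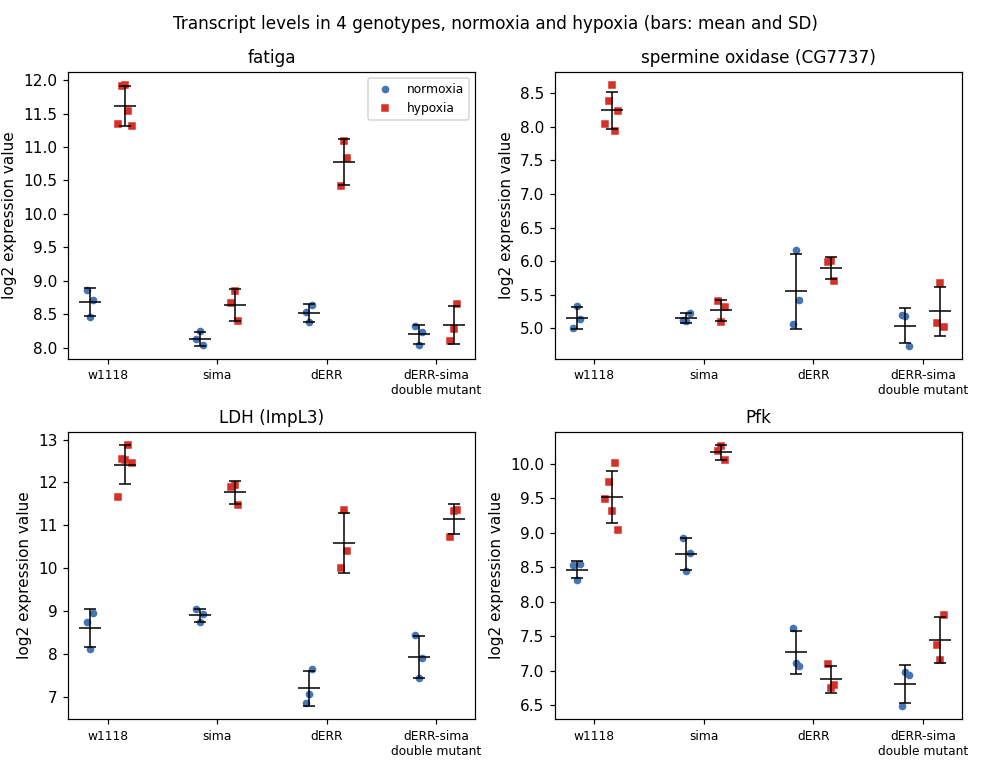
Log2 expression per array of *fatiga*, *spermine oxidase*, *LDH* and *Pfk* in the 4 genotypes, with blue circles for normoxia, red squares for hypoxia, and bars for the mean and SD of 3 arrays (5 in *w1118* in hypoxia). The hypoxic mean of *spermine oxidase* is 8.24 in *w1118* and 5.27 in *sima*, while that of *Pfk* is 9.52 and 10.17.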

Several patterns emerged from the developmental analysis. First, hypoxic transcriptional induction is most evident at the late-L3 time for each gene assayed. Second, without exception, HD and HI genes display marked drops in H responsiveness just after metamorphic onset. In most cases, H responsiveness is eliminated during the hours surrounding head eversion, which is the initiation of the pupal phase. Among the transcripts examined, HD genes were not induced in hypoxia in a *sima* background at any developmental time, with the notable exception of a single point in mid-L3 for *branchless* (Figure 3D). Finally, in the absence of dHIFa, HI genes tend to be hyper-responsive to H challenge throughout development – this was true for all genes examined except *LDH* (Figure 4A). The *LDH* profile was unique amongst those assayed, in that late-L3 expression was HI, while pupal expression appears to be dominated by HD expression. The super-activation of *LDH* during the pupal phase in the *w^1118^* background (vs. *sima*) suggests that both the HD and HI pathways are capable of converging simultaneously at the same locus to contribute to its overall expression. Collectively, these developmental expression data indicate that hypoxic responses are comprised of a patchwork of HD and HI activities throughout life-stage progression.

**Figure 3:**
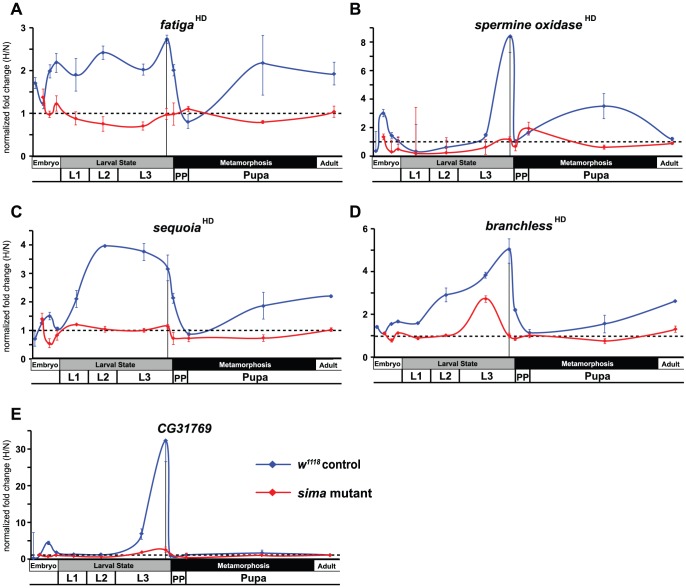
Temporal expression of HIF-dependent hypoxic response genes. (A–E) Developmental hypoxic response profiles from qRT-PCR analyses are shown for transcripts that display HIF-dependent (A – *fatiga*, B – *spermine oxidase*, C – *sequoia*, D – *branchless*) or largely HIF-dependent expression (E – *CG31769*). Control (*w^1118^*) animals or *sima* mutants were challenged for 6-hrs with 4% O_2_. Animals were challenged at: 0–6 hr after egg laying (AEL) (not for mutant), 6–12 hr AEL, 12–18 hr AEL, 18–24 hr AEL, mid-L1, mid-L2, mid-L3, −10–−4 hr relative to pupariation (RTP) L3, 0 hr RTP, +12 hr RTP, +72 hr RTP, and 1-day old males. All values are from experiments performed in triplicate from pools of biological replicates. Values are normalized to *rp49* expression and are reported as the relative fold-change of H/N. The dotted line represents no net change in response, or a value of 1.0. The vertical black line in late-L3 is when microarray analysis was performed. Error bars are the SEM. Separate normoxic and hypoxic traces for each transcript surveyed are shown in Figure S3.

**Figure 4:**
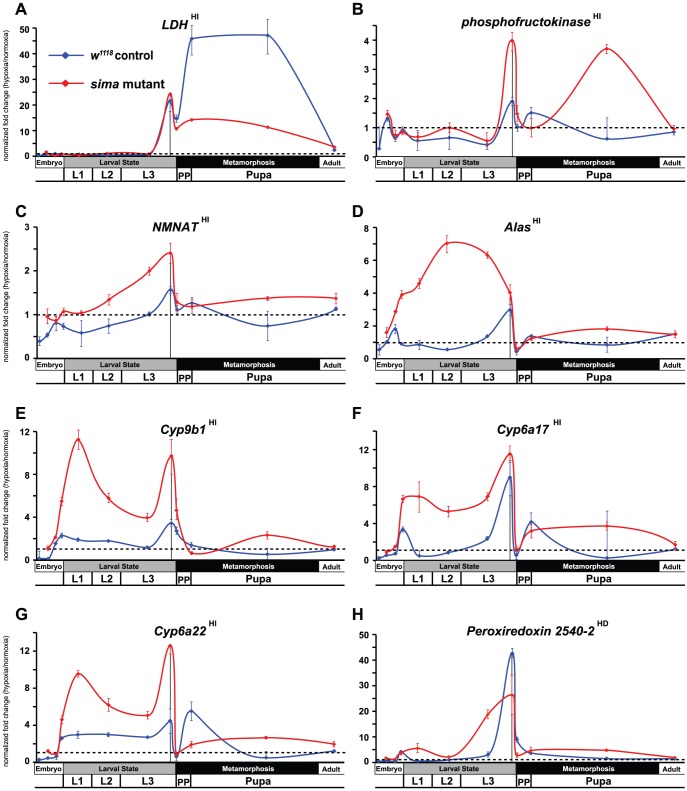
Temporal expression of HIF-independent hypoxic response genes. (A–H) Developmental hypoxic response profiles from qRT-PCR analyses are shown for transcripts that display HIF-independent (A – *LDH*, B – *phosphofructokinase*, C – *NMNAT*, D – *Alas*, E – *Cyp9b1*, F – *Cyp6a17*, G – *Cyp6a22*) or largely HIF-independent expression (H – *Peroxiredoxin 2540-2* – we note that *Prx2540-2* displays HD expression for probe set 1631628_s_at in the microarray and is thus classified as such; however, a second, non-overlapping probe set, 1633471_at, which is much more robustly induced in H appears to be from HI action, although its variability is too great to classify in this manner (Table S1). Our qPCR primer set favors HI expression.) Control (*w^1118^*) animals or *sima* mutants were challenged for 6-hrs with 4% O_2_. Developmental challenge times are identical to those from Figure 3. All values are from experiments performed in triplicate from pools of biological replicates. Values are normalized to *rp49* expression and are reported as the relative fold-change of H/N. The dotted line represents no net change in response, or a value of 1.0. The vertical black line in late-L3 is when microarray analysis was performed. Error bars are the SEM. Separate normoxic and hypoxic traces for each transcript surveyed is shown in Figure S4.

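Both probe sets of the peroxiredoxin *Prx2540-2* rose in *w1118*, the probe set the paper classes as HD by 2.74 (SE 0.40, adjusted p = 7.50e-05, limma) and the other by 3.62 (SE 0.41, adjusted p = 3.63e-06). In *sima*, the former changed by 1.87 (SE 0.45, adjusted p = 0.0108), short of the threshold, and it did not differ between *sima* and *w1118* in hypoxia (-0.69, adjusted p = 0.334). This probe set is listed for 3 genes, *Prx6b*, *CG12896* and *Prx6c*. The other, listed for *Prx6c* alone, rose by 2.20 (SE 0.46, adjusted p = 0.0036) in *sima* and is in the HI set. That call was lost without *sima* normoxia replicate 2 (1.99) or 3 (1.80) and without *sima* hypoxia replicate 1 (2.22) or 3 (2.04). The change was not shown to differ between genotypes for either probe set (interaction -0.88, adjusted p = 0.482, and -1.42, adjusted p = 0.332). In *sima* in normoxia the SD of the 3 arrays was 1.13 for the former and 1.08 for the latter.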

### *sima* mutants are metabolically deranged in normoxia and are unable to mobilize glycogen in hypoxia

The observation that glycolytic transcripts are effectively upregulated in *sima* mutants challenged with hypoxia raised the question of how metabolism was affected under these conditions. As before, we concentrated on the late-L3 time because of its particularly robust transcriptional response to H-treatment. We found that glycogen was significantly depleted by control *w^1118^* animals in H, in addition to a near 50% reduction in the level of ATP (Figure 5A and 5B).

**Figure 5:**
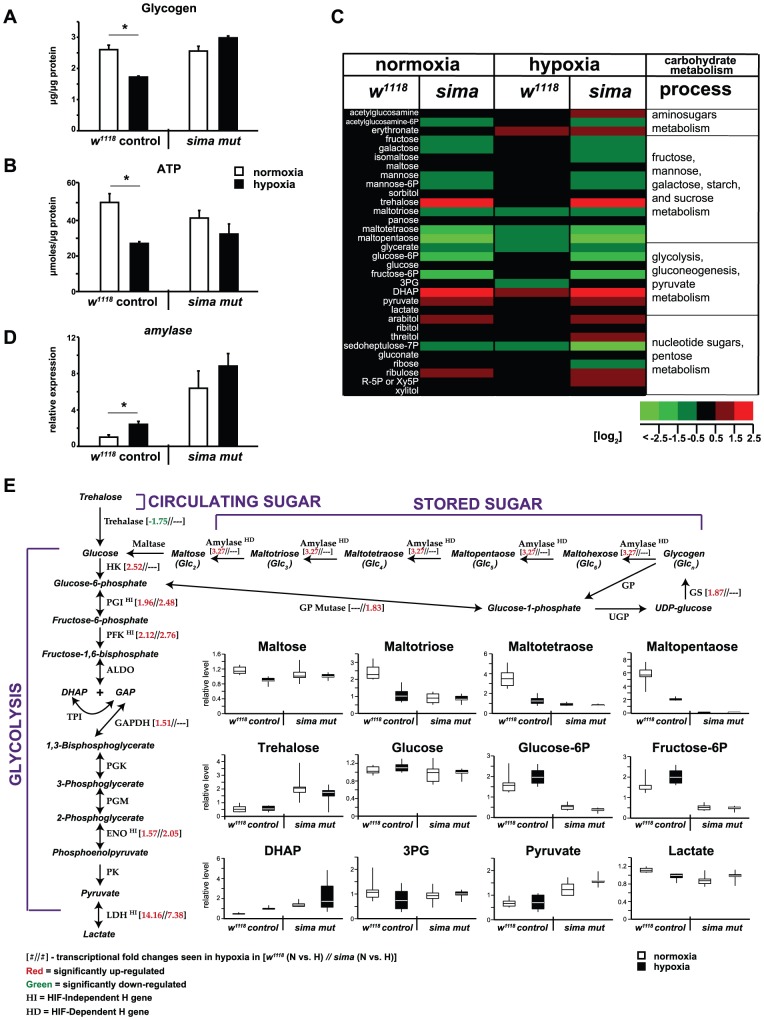
HIF-dependent effects on carbohydrate catabolism. (A) Unlike the *w^1118^* response, *sima* mutants are not able to mobilize glycogen stores in response to 6-hr H-treatment in late-L3. (B) ATP levels are significantly depleted upon H-challenge by *w^1118^* animals. Although sima animals showed a similar trend, the decrease observed was not significant. Levels of glycogen and ATP are normalized to total protein. (C) Shown is a metabolic heat map of individual metabolites measured by GC/MS or LC/MS from late-L3 *w^1118^* animals or *sima* mutants subject to N (left two columns) or H (right two columns). Six replicates were measured for each treatment group. Each replicate has ∼250 independently collected and pooled animals. Metabolite levels are expressed as log_2_ transformations of the average values, which are plotted relative to the normoxic level obtained in the WT background. The data are normalized to total protein content. Red indicates an elevated metabolite level, green indicates a diminished level, and black no/little change. See Table S2 for further information and statistics. (D) qRT-PCR analysis showing *amylase* expression increases in hypoxia in control animals. Although *sima* mutants have an elevated constitutive level of *amylase* expression, they do not induce expression in hypoxia. (E) Integrated snapshot of the transcriptional and metabolic response to hypoxia at 6-hr. Shown, are the metabolites and enzymes of stored sugar and circulating sugar as they feed into glycolysis. When significant H-induced changes were noted (fold-change >1.5, FDR <1%) for transcripts in microarray experiments, those changes are noted in brackets next to the enzyme names. HD or HI status, as classified in Table S1 is also noted. Metabolite levels from mass spec analysis are additionally shown as box and whisker plots. The upper and lower boundaries of the box note the upper and lower quartile values, while the ends of the vertical line indicate the maximum and minimum values. The average value is the noted by the horizontal line within the box. Error bars are the SEM. * = *p*-value<0.05.

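Of 9 transcripts of glycogen and trehalose metabolism, 2 rose and 1 fell in *w1118* (2 and 1 when adjusted over the list alone), and camera did not separate the list from other genes (adjusted p = 0.422). Those that rose make glycogen: glycogen synthase (*Glys*) changed by 0.89 (SE 0.21, adjusted p = 0.0056, limma) and the branching enzyme *AGBE* by 1.27 (SE 0.27, adjusted p = 0.0025). *Treh*, which cleaves trehalose into glucose, changed by -0.84 (SE 0.17, adjusted p = 0.0015), and its call was lost without *w1118* normoxia replicate 1 (-0.78). *Pgm* (*Pgm1*), which joins glycogen breakdown to glycolysis, did not pass (0.79, SE 0.25, adjusted p = 0.0385). In *sima* no member of the list passed by limma over all probe sets and 3 rose when adjusted over the list alone. The values there were 0.86 (SE 0.23) for *Glys*, 1.26 (SE 0.30) for *AGBE* and 1.18 (SE 0.34) for glycogen phosphorylase (*Glyp*). *Treh* changed by 0.04 (SE 0.19) in *sima*. Camera placed the list above other genes in *sima* (median change 0.65, adjusted p = 0.0093), which did not hold (adjusted p = 0.497 with an estimated correlation).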

We tested for additional HIF-dependent metabolic defects in carbohydrate catabolism using mass spectrometry tied to gas and/or liquid chromatography (GC/MS, LC/MS). Extracts were prepared from animals subjected to N- and H-treatments and 32 carbohydrate metabolites were measured (Table S2). The metabolites correspond to four broad categories: 1) aminosugar metabolism; 2) fructose, mannose, galactose, starch, and sucrose metabolism; 3) glycolysis, gluconeogenesis, and pyruvate metabolism; and 4) nucleotide sugars and pentose metabolism (Figure 5C).

We found that the control response to hypoxia is characterized by a remarkable level of metabolic stability for carbohydrate catabolites (third column in Figure 5C). Among those compounds that do display significant H-induced depletions are oligomeric forms of glucose (maltose, maltotriose, maltotetraose, and maltopentaose), which are catabolic products from glycogen and starch breakdown (Figure 5C and 5E). These sugars feed into the glycolytic cascade by replenishing glucose. They are successively depleted in H the larger they are, and their reductions are consistent with a depletion of total glycogen seen in the *w^1118^* response (Figure 5A), as well as the HIF-dependent upregulation of *amylase* in H in the same background (Figure 5D).

In contrast to the effects that H-treatment has on *w^1118^* animals, *sima* mutants cannot deplete glycogen in H (Figure 5A). Instead, they adopt a profile for the maltose oligomers in normoxia that resembles the hypoxia-mobilized profile in control animals (Figure 5C and 5E). This is likely a combination of two factors – the *sima* mutant's inability to effectively upregulate *amylase* in H and its constitutively elevated expression profile for *amylase* in normoxia that is greater than *w^1118^* expression in hypoxia (Figure 5D, Table S1).

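*amylase* (1 probe set shared by *Amy-p* and *Amy-d*), which digests starch and glycogen, had a log2 expression of 9.46 ± 0.20 (SD, n = 3) in *w1118* in normoxia and 11.11 ± 0.48 (SD, n = 5) in hypoxia. The change was 1.65 (SE 0.28, adjusted p = 2.91e-04, limma). In *sima* it was 11.13 ± 0.56 in normoxia and 12.03 ± 0.13 in hypoxia (SD, n = 3 each), a change of 0.90 (SE 0.31) that did not pass (adjusted p = 0.0836). The *sima* transcript level in normoxia exceeded that of *w1118* in normoxia by 1.67 (SE 0.31, adjusted p = 0.0027), a call that was lost without *w1118* normoxia replicate 2 (1.58) or 3 (1.66) or *sima* normoxia replicate 1 (1.35). In hypoxia *sima* and *w1118* did not differ at the threshold (0.92, SE 0.28, adjusted p = 0.0344). Nor was the change shown to differ between the genotypes (interaction -0.75, adjusted p = 0.375), and the probe set is in neither the HI nor the HD set. *Amyrel*, a related amylase, did not pass in *w1118* (-0.85, adjusted p = 0.131) or *sima* (-0.08, adjusted p = 0.944).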

Curiously, despite the clear transcriptional switch toward glycolytic energy production at late-L3, lactate levels remained unchanged for either genotype in H (Figure 5C). This failure to generate lactate in hypoxia is a stage-specific block. We independently performed lactate measurements by an enzymatic assay to confirm the late-L3 findings made by GC/MS. Indeed, we find that mid-L1 larvae and young adults from either the *w^1118^* or *sima* backgrounds produce lactate in hypoxia, but not late-L3 larvae (Figure S5A–S5C). Notably, early larval and young adult *sima* mutants exhibit an exacerbated hyperlactatemic phenotype when subject to hypoxia (Figure S5A, S5C) – this does not happen to late-L3 animals.

Additionally, though the transcriptional H response profile was largely normal for glycolytic genes in the *sima* mutant, profound depletions were still observed for glucose-6-phosphate and fructose-6-phosphate in H (Figure 5C and 5E). This is because the normoxic levels for these compounds, rather than H-induced changes, dominate their metabolism. We also observed a HIF-dependent increase for pyruvate in N and H. This is consistent with findings in *HIF-1a^−/−^* MEFs, which maintain higher levels of ATP in hypoxia than *WT* MEFs do in normoxia [45]. Finally, the elevated level of Ru5P:Xu5P and ribulose, coupled with the depleted levels of S7P, reveal that *sima* mutants display a clear split in the oxidative (NADPH-generating) and non-oxidative phases of the pentose phosphate pathway in normoxia, which is exacerbated by H-treatment.

### dERR binds to dHIFa

The only factor known to transcriptionally regulate glycolytic transcripts in *Drosophila* is dERR [32]. Our lab identified this orphan nuclear receptor as a potential factor that may participate in hypoxic signaling when the dERR ligand-binding domain (LBD) was used to repeatedly isolate *sima* clones in a large-scale yeast two-hybrid screen. Of the 20 positive clones recovered in the screen, seven encoded different C-terminal fragments of dHIFa. These findings are consistent with a previous report that demonstrated HIF/ERR interactions between the *Drosophila* proteins and their mammalian homologs [39]; however, there are two important aspects about HIF/ERR complexes that we note differentiate the fly and mammalian complexes. First, we find that the dERR DBD is dispensable for interaction with dHIFa, whereas the Ao report showed that interaction occurs between the mammalian ERR DBD and the HIF-1a/b heterodimer. Second, unlike in mammals [39], HIF-1b (tango) is not required for dERR association with dHIFa in *Drosophila* – tango was not present in the screen. On this aspect, our findings are consistent with the findings made by Ao et al. Their two-hybrid screen of *Drosophila* components also did not have a HIF-1b [39].

We validated our two-hybrid screen findings by performing a GST-pulldown with GST-fused dERR LBD protein with full-length dHIFa, which confirmed a robust interaction (Figure 6A). The C-terminal AF-2 helix of nuclear receptors often mediates interaction with transcriptional coregulators through an LXXLL motif that is found on the interacting protein [46]. A single such sequence resides within dHIFa, at amino acids 1289–1293 (LKNLL). When the last two leucines of this sequence were mutated to alanine and/or when the last 12 amino acids of the dERR LBD were deleted, spanning the AF-2 helix (479–491), the interaction between the proteins was severely reduced, but not eliminated (Figure 6A). These data indicate that the dERR AF-2 helix mediates a docking point with the dHIFa LXXLL motif, but that at least one additional point of contact is maintained between dERR and dHIFa.

**Figure 6:**
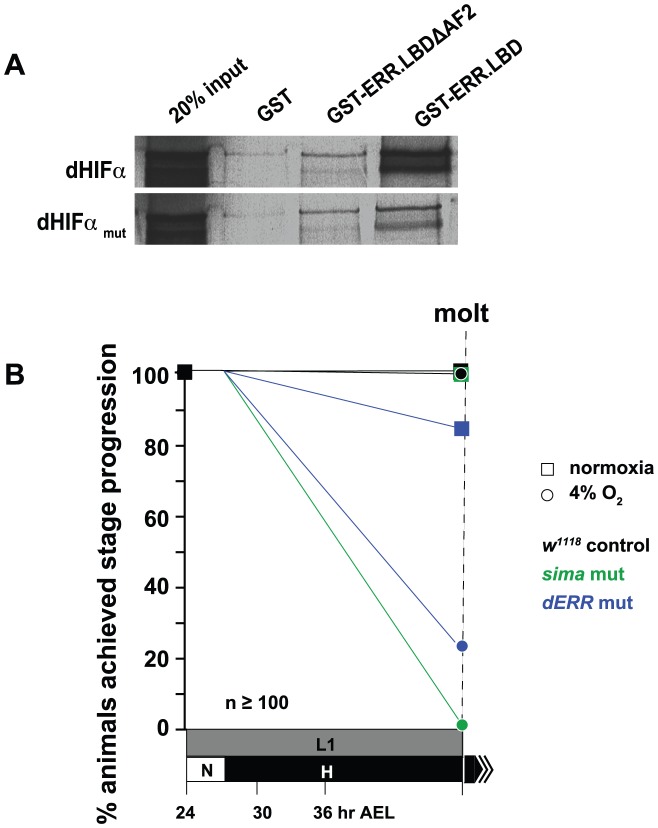
dERR binds to dHIFa and is essential for hypoxic survival. (A) GST-pulldown experiment showing GST-fused dERR LBD association with full-length dHIFa, which is diminished when the final 11 amino acids of the LBD are deleted (ΔAF-2). Similarly, when the LXXLL motif in dHIFa is mutated, binding with the ERR LBD and ΔAF-2 proteins is lessened, but not eliminated when compared to GST alone. (B) *dERR* mutant animals are sensitive to H exposure and fail to successfully progress to the molt when challenged with 4% O_2_. Shown also are the results of *w^1118^* animals and *sima* mutants. The L1 stage takes ∼24 hrs to progress through in N at 25°C, but the allotted time was extended to 48 hrs to account for developmental delays that are caused by H treatment. For more details and additional data, see Table S3.

### *dERR* mutants are hypoxia-sensitive

We have recently shown that the orphan nuclear receptor dERR is essential for triggering the pro-growth glycolytic program during *Drosophila* development [32]. Without the dERR-initiated metabolic switch, development cannot successfully proceed. Many of the same metabolic genes that exhibit H-sensitive regulation are also misregulated in the *dERR* mutant. If dERR is important in the hypoxic response, as suggested by its association with dHIFa, then the mutants should be sensitive to H-treatment. To test this, we challenged *dERR* mutants and compared their H-sensitivity with *sima* mutants and control animals. Indeed, 24–30 hr AEL L1 larvae challenged with constant hypoxia resulted in *sima* mutant lethality (Figure 6B). The *dERR* mutants were also H-sensitive, but not to the same extent as *sima* embryos. Nevertheless, dERR is critical, less than 25% of animals survived as compared to 97% survival for the *w^1118^* background. These data indicate that dERR is essential for hypoxic adaptation.

### dERR is essential for HIF- and non-HIF-dependent responses

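The further arrays are of *dERR* mutants and of *dERR,sima* double-mutants, with 3 biological replicates of each in normoxia and 3 in hypoxia, treated and staged as the others and normalized by the authors in the same way. The same *w1118* arrays serve as controls, and the same limma model gives the changes. The *sima* transcript in the double-mutant was below that of *w1118* by -1.91 (SE 0.17, adjusted p = 4.28e-07) in normoxia and -2.32 (SE 0.15, adjusted p = 1.33e-09) in hypoxia, and in *dERR* it was not shown to differ (0.04, adjusted p = 0.905, and 0.20, adjusted p = 0.393). The *dERR* transcript (*ERR*, 1 probe set) gave a low signal in every group, 4.89 ± 0.12 (SD, n = 3) in *w1118* in normoxia and 5.23 ± 0.08 (SD, n = 5) in hypoxia. In *dERR* mutants it was 4.55 ± 0.16 in normoxia and 4.35 ± 0.25 in hypoxia (SD, n = 3 each), a difference from *w1118* that passed in hypoxia (-0.89, SE 0.13, adjusted p = 1.07e-04) and not in normoxia (-0.33, adjusted p = 0.140). In the double-mutant it did not pass in hypoxia (-0.42, adjusted p = 0.0292) or normoxia (0.06, adjusted p = 0.817). This probe set is thus a weak check of the genotype. The median SD between replicates was 0.18 in normoxia and 0.19 in hypoxia for *dERR*, and 0.16 at both levels for the double-mutant.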

Using the same analytic framework that was used to assess *sima* involvement in the late-L3 larval hypoxic response, we collected RNA samples from *dERR* mutants and *dERR,sima* double-mutants for microarray analysis to determine how loss of ERR alone or ERR and dHIFa together would affect hypoxic responses (Figure S2). 

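In *dERR* mutants, 73 probe sets were H-regulated, 37 higher and 36 lower. *dDPH1* rose by 2.42 (SE 0.25), *branchless* by 2.40 (SE 0.27), *fatiga* by 2.26 (SE 0.19) and the P450 gene *Cyp316a1* by 2.31 (SE 0.35). *CG10514* fell most, by 2.35 (SE 0.37), and *Lsd-1* fell by 1.59 (SE 0.28). The count was 30 without *dERR* normoxia replicate 2 and 183, 19 and 28 without *dERR* hypoxia replicates 1, 2 and 3, and SAM, whose smallest q above 0 was 0.0497, called 0. With the muscle, midgut and testis list means as covariates 252 were called, 72 of the 73 among them, and the median SE went from 0.152 to 0.129. At the relaxed adjusted p used to remove transcripts from the dERR-dependent set, 275 were called. Between *dERR* and *w1118* in hypoxia 1157 differed, 450 higher and 707 lower in *dERR*. With the same covariates 90 were called, 84 of them among the 1157, and the median SE went from 0.136 to 0.175. The count without covariates was 1821 without *w1118* hypoxia replicate 1, 755 without *w1118* hypoxia replicate 3, and 626 and 526 without *dERR* hypoxia replicates 2 and 3. *Gnmt*, a methyltransferase of glycine, was higher by 5.10 (SE 0.75), and *Pepck2*, of gluconeogenesis, was lower (-3.68, SE 0.41). Double-mutants had 886 H-regulated probe sets, 522 higher and 364 lower, led by *CG11825* (5.05, SE 0.59) and *Ugt37D1* (4.65, SE 0.61), while *CG9822* fell by 6.61. With the same covariates 78 were called, 76 of them among the 886, and the median SE went from 0.152 to 0.230. The count of 886 was 524 and 564 without double-mutant normoxia replicates 1 and 3 and 476 without double-mutant hypoxia replicate 1. Of the double-mutant calls, 376 were also called in *w1118*, 375 of them in the same direction. Between the double-mutant and *w1118* in hypoxia 1136 differed, 565 higher and 571 lower, with 552 and 718 without double-mutant hypoxia replicates 1 and 3. With the covariates 564 were called, 436 of them among the 1136, and the median SE went from 0.136 to 0.152. By the scheme of Figure S2, 221 probe sets of 191 genes depended on dERR, 181 of which rose in *w1118*. The double-mutant-dependent (DM) set held 198 probe sets of 164 genes, 150 of which rose. The first set held 137 without *w1118* normoxia replicate 3 and 128 without *dERR* hypoxia replicate 3, and the second 129 without double-mutant hypoxia replicate 3. The interaction was called for 13 of the 221 and 41 of the 198.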

Through these analyses, we identified 282 dERR-dependent (ED) transcripts and 207 double-mutant-dependent (DM) transcripts whose expression changed in hypoxia (Figure 7A, Table S1). 

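Of 17 transcripts of nucleolar proteins, 0 rose and 0 fell in hypoxia in the double-mutant by limma, with a median change of 0.08. In hypoxia 8 were higher in the double-mutant than in *w1118* (8 when adjusted over the list alone), among them *NHP2* (1.27, SE 0.13), *Nop56* (0.93, SE 0.13), *Ns1*, a nucleolar GTPase (0.86, SE 0.18), and *Nop60B* (0.73, SE 0.12). Camera placed the list above other genes there (adjusted p = 2.62e-11), which did not hold (adjusted p = 0.120 with an estimated correlation). The interaction was called for *NHP2* (1.31, adjusted p = 0.0012), for 1 of the 17 over all probe sets and for 11 when adjusted over the list alone. By camera it was positive for the list (median 0.65, adjusted p = 4.19e-13), which did not hold (adjusted p = 0.107 with an estimated correlation). The DM set held 5 of the 6 nucleolar genes called in *w1118* (Fisher's exact test, one-sided, adjusted p = 0.0207). They were *NHP2*, *Nop56*, *Nop60B*, *Nopp140* and the helicase *pitchoune* (*pit*). In *dERR* mutants, *Nop56* (-0.79, SE 0.15), *modulo* (*mod*, -0.71, SE 0.13) and *Nopp140* (-0.85, SE 0.15) fell (3 called, 5 when adjusted over the list alone), with a camera adjusted p of 9.66e-12 that did not hold (adjusted p = 0.148 with an estimated correlation). Of 17 aminoacyl-tRNA synthetase transcripts, 9 rose in the double-mutant (10 when adjusted over the list alone), with *ValRS* at 1.32 (SE 0.13) and *AsnRS* at 1.24 (SE 0.11). Camera's adjusted p was 2.58e-12, which did not hold (adjusted p = 0.0618 with an estimated correlation), and 1, *ArgRS*, fell in *dERR* (-0.64, SE 0.11).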

The ED and DM H-genes sets encompass a variety of highly significant GO categories, including H-induced kinases and transferases that specifically require dERR, and a host of nucleolar and RNA processing transcripts that are coordinately upregulated in hypoxia due to the lack of both dERR and dHIFa (Figure S6A, S6B, Table S1).

**Figure 7:**
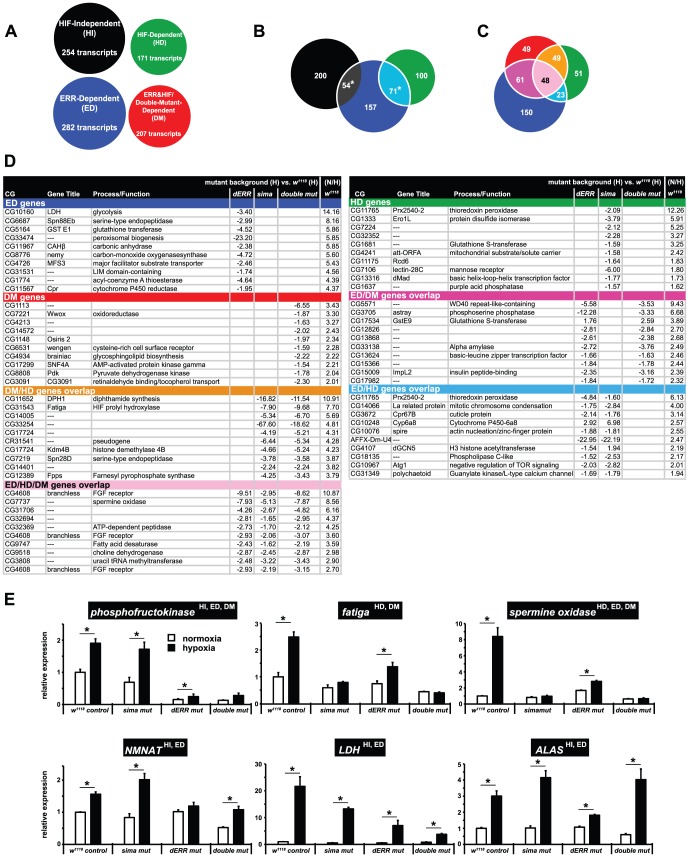
The influence of dERR and dHIFa on hypoxic transcripts. (A) HIF-independent (HI), HIF-dependent (HD), ERR-dependent (ED), and ERR&HIF-dependent (DM) gene sets identified by microarray schemes outlined in Figures S1 and S2. Circles are scaled to size by number of transcripts in each set. (B) A Venn diagram demonstrating the overlap of the HI/HD/ED H-genes sets. Note, HI and HD genes sets are, by definition, mutually exclusive. The asterisks indicate that the overlap is significant (*p*-value<0.05), as determined by hypergeometric probability. (C) A Venn diagram demonstrating the overlap of the HD/ED/DM H-genes sets. qRT-PCR analysis of hypoxia-regulated genes falling into specific Venn overlaps, as indicated by arrows. (D) The top ten affected transcripts, as assessed by the H-responses measured in the control background, for each of the seven Venn categories shown in Figure 7C. Hypoxic expression for each transcript in the different mutant backgrounds (compared to *w^1118^*) is reported as fold-change difference. Additionally shown is the N/H ratio obtained for *w^1118^* animals. (E) Normoxic and hypoxic expression of each of the six genes (*Pfk, fatiga, spermine oxidase, NMNAT, LDH, ALAS*) was determined using RNA collected from animals of the indicated genotypes at late-L3. Samples were collected in triplicate and are independent from those used in the microarrays. Values are normalized to *rp49* expression and are reported relative to the value obtained for *w^1118^* in normoxia.

Venn analysis was used to assess the similarity of the independently derived H-gene sets (HI, HD, ED, DM). The overlapping pattern of the ED genes set with the mutually exclusive HI and HD sets demonstrates that dERR significantly affects both HIF-dependent H-genes (71 transcripts) and HIF-independent genes (54 transcripts) (Figure 7B). 

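The overlap of the dERR-dependent set with HIF-independent transcripts held 61 probe sets and that with HIF-dependent transcripts 55. *Alas* belongs to the former overlap: it changed by 0.39 (SE 0.15, adjusted p = 0.212, limma) in *dERR*, and its interaction was -1.54 (adjusted p = 0.0011). *Cpr* changed by 0.58 (SE 0.16, adjusted p = 0.0683) in *dERR* and was lower there than in *w1118* in hypoxia (-0.96, SE 0.14). *spermine oxidase* belongs to the latter overlap, with a change of 0.35 (SE 0.23, adjusted p = 0.526) in *dERR* and an interaction of -2.74 (adjusted p = 2.39e-04). *HSF1* changed by 0.75 (SE 0.22, adjusted p = 0.0852) in *dERR* and was lower there in hypoxia (-0.99, SE 0.20), a call that was lost without *dERR* hypoxia replicate 2 (-0.94) or 3 (-0.81). Within the 966 probe sets called in *w1118*, 67.7 would overlap with the HI set by chance (exact hypergeometric p = 0.885) and 33.2 with the HD set (p = 6.08e-06). Over all 18769 probe sets the p values were 4.77e-59 and 1.07e-69. The test counts probe sets as independent, though some share a gene, so small p values here may overstate the evidence. All sets are built from the same *w1118* arrays. When the *w1118* hypoxia arrays were split so that the sets shared none, the median overlap was 35.5 with HI and 20.5 with HD over 20 splits, with median sizes of 258 for HI, 109.5 for HD and 124.5 for the dERR-dependent set. Chance overlaps were computed for the splits after the result was seen, within the probe sets called in *w1118* with both parts of the arrays. Their medians were 33.4 for HI, with an exact hypergeometric p under 0.05 in 0 of 20 splits, and 12.7 for HD, with such a p in 11 of 20. The splits reuse the same arrays, so they are not independent tests. The overlap with HI was 39 without *dERR* hypoxia replicate 3. That with HD was 36 and 32 without *w1118* normoxia replicates 2 and 3, 93, 35 and 31 without *w1118* hypoxia replicates 1, 2 and 3, 35 without *sima* hypoxia replicate 3 and 35 without *dERR* hypoxia replicate 3. Without *dERR* hypoxia replicate 1 it was 37 against 29.1 expected, which did not pass (exact hypergeometric p = 0.0510). From this overlapping pattern, the paper concludes that dERR significantly affects both HIF-dependent and HIF-independent H-genes.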

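*Pfk* did not rise in *dERR* mutants (-0.39, SE 0.22, adjusted p = 0.438, limma), and in hypoxia its level there was below that of *w1118* (-2.64, SE 0.19, adjusted p = 1.96e-08). *Pgi* changed by -0.42 (SE 0.24, adjusted p = 0.465), *enolase* by 0.15 (SE 0.14, adjusted p = 0.722) and *Hex-A* by 0.32 (SE 0.22, adjusted p = 0.559). In hypoxia *dERR* was below *w1118* for *Pgi* (-2.71, SE 0.22), *enolase* (-1.40, SE 0.13) and *Hex-A* (-0.94, SE 0.20), a call that for *Hex-A* was lost without *dERR* hypoxia replicate 2 (-0.96) or 3 (-0.69). Of the 11 glycolytic transcripts, 8 were lower in *dERR* than in *w1118* in hypoxia and 0 higher by limma (9 and 0 when adjusted over the list alone), with a median of -1.40. Camera's adjusted p was 2.23e-08, which did not hold (adjusted p = 0.281 with an estimated correlation). *Pfk*, *Pgi*, *enolase* and *Hex-A* were the 4 called in *w1118*, and all are in the overlap of the HI and dERR-dependent sets. Whether the hypoxic change differs between *dERR* and *w1118* was not shown for any of these at the threshold: the interaction was -1.44 for *Pfk* (adjusted p = 0.0278), -1.35 for *Pgi* (adjusted p = 0.0763), -0.50 for *enolase* (adjusted p = 0.367) and -1.0024 for *Hex-A* (adjusted p = 0.175). For the list, 0 passed over all probe sets and 3 fell when adjusted over the list alone, with a camera adjusted p of 0.0012 that did not hold (adjusted p = 0.573 with an estimated correlation). Markers of other tissues moved in the same comparison in hypoxia, with a median of 1.15 for 31 midgut digestion and 1.42 for 11 muscle transcripts, shifts that did not hold (adjusted p = 0.301 and 0.503 with an estimated correlation). A different share of tissues in the *dERR* larvae was therefore not excluded. In normoxia 6 of the 11 were already lower in *dERR* (7 when adjusted over the list alone), among them *Tpi* (-1.74, SE 0.34) and *Pgk* (-1.04, SE 0.18). For *Pfk*, *Pgi* and *enolase* the difference from *w1118* in hypoxia was larger in size than the interaction. Part of each estimated difference was therefore present in normoxia and is not a lost hypoxic rise. *LDH* still rose in *dERR* (3.39, SE 0.34, adjusted p = 1.18e-05), with a lower level in hypoxia than in *w1118* (-1.83, SE 0.30). By the probe set used here, *GAPDH2* did not pass in *w1118* (0.60, SE 0.16, adjusted p = 0.0173) or in *dERR* (-0.40, SE 0.18, adjusted p = 0.320). The change by its other probe set is not given.

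**Figure D2:**
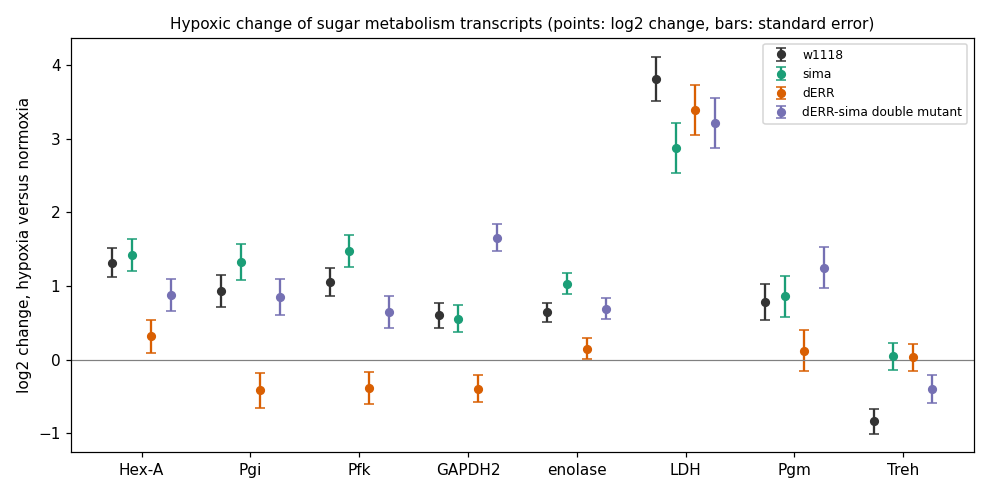
Log2 change in hypoxia against normoxia of 8 transcripts of sugar metabolism in *w1118*, *sima*, *dERR* and the double-mutant, with points for the change and bars for its standard error. *Pfk* lies at 1.05 in *w1118*, 1.47 in *sima*, -0.39 in *dERR* and 0.64 in the double-mutant.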

Interestingly, among the overlap between the HI and ED genes sets are all the glycolytic transcripts that are upregulated in hypoxia. These data reinforce our earlier findings that demonstrate that at metamorphic onset, dHIF is not part of the hypoxic-induced glycolytic shift. They also suggest that a portion of the HI response it attributable to dERR.

Given that dERR can interact with dHIFa, and that it can impact hypoxic transcription independent of HIF, we anticipated that the DM H-genes set would significantly overlap the ED and HD genes sets. Indeed, this is the case – as shown by Venn analysis, the DM set has more overlap with the HD and ED sets than not (Figure 7C). 

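Of the 198 probe sets in the DM set, 152 (76.8%) were also in the HD or the ED set, and 46 were in neither. Of the 152, 51 were in HD alone, 61 in ED alone and 40 in both. Membership does not show a need for both factors, since the scheme compares only the double-mutant with *w1118*. *fatiga* and *dVHL* are examples shared with HD: in the double-mutant they changed by 0.14 (SE 0.19, adjusted p = 0.807, limma) and -0.09 (SE 0.15, adjusted p = 0.841), with interactions of -2.79 (adjusted p = 4.41e-06) and -1.18 (adjusted p = 0.0030). In *dERR* the change of *dVHL* was 0.75 (SE 0.15, adjusted p = 0.0120). *Pfk* is shared with ED and did not pass in the double-mutant (0.64, SE 0.22, adjusted p = 0.0656). *spermine oxidase* is in all sets but HI, and changed by 0.21 (SE 0.23, adjusted p = 0.719) in the double-mutant. The overlap expected by chance within the 966 *w1118* calls was 63.7 (exact hypergeometric p = 1.22e-48). That p counts probe sets as independent, though some share a gene. With the *w1118* hypoxia arrays split so that the sets shared none, a median of 57.3% of the set overlapped over 20 splits, from 18.0% to 76.1%. A median of 73 probe sets overlapped against 27.1 by chance, computed after the result was seen, and the exact hypergeometric p was under 0.05 in 20 of 20 splits. The splits reuse the same arrays and are not independent tests. The overlap was 99 without *w1118* normoxia replicate 3. *Alas* still rose in the double-mutant (2.47, SE 0.15), and so did the tumor suppressor *p53* (2.51, SE 0.15), with an interaction of 1.28 (adjusted p = 0.0017).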

A listing of the top hypoxia-sensitive transcripts in the various Venn overlapping regions can be found in Figure 7D.

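Of the transcripts listed as needing dERR, *astray* (*aay*), the phosphoserine phosphatase of serine synthesis, rose by 2.91 (SE 0.42, adjusted p = 5.69e-05, limma) in *w1118* and did not pass in *dERR* (0.46, SE 0.47, adjusted p = 0.732), where its hypoxic level was lower (-3.60, SE 0.42). Its interaction did not pass (-2.45, adjusted p = 0.0944). *dACOT* (*CG1774*), an acyl-CoA thioesterase, changed by -0.57 (SE 0.50, adjusted p = 0.681) in *dERR* and 2.17 (SE 0.45) in *w1118*. Its call in *w1118* was lost without *w1118* normoxia replicate 1 (1.81) or 3 (2.18), and the lower level in *dERR* in hypoxia (-2.16, SE 0.45) without *dERR* hypoxia replicate 2 (-2.01). *CG33474* was lower in *dERR* in hypoxia (-4.45, SE 0.64). For *LDH*, the double-mutant rose by 3.21 (SE 0.34) and none of its interactions passed (-0.42 for *dERR* and -0.60 for the double-mutant). Among transcripts listed for the double-mutant and HIF, *dDPH1* changed by 0.37 (SE 0.25, adjusted p = 0.472) in the double-mutant, *CG14005* by 0.34 (SE 0.19, adjusted p = 0.315) and *dFPP* (*Fpps*), of the mevalonate pathway, by 0.27 (SE 0.16, adjusted p = 0.364). In *dERR*, *CG14005* rose by 1.45 (SE 0.19) and *dFPP* by 1.11 (SE 0.16). Further probe sets of *branchless* are in the HD, ED and DM sets, with changes of 1.83 (SE 0.18) and 1.43 (SE 0.13) in *w1118* and 0.68 (SE 0.20, adjusted p = 0.090) and 0.58 (SE 0.15, adjusted p = 0.0405) in *dERR*.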

To verify that loss of dERR and/or dHIFa selectively eliminates/diminishes hypoxic induction, RNA samples were independently collected from control animals, *sima* mutants, *dERR* mutants, and double-mutants (Figure 7D). Six genes were chosen for further analysis by qRT-PCR. The results demonstrate that the factor-dependent classification we employed for hypoxic responsiveness is accurate. For example, *Pfk* is classified as HI, ED, and DM, indicating that hypoxic regulation should be affected in the double-mutant and the *dERR* mutant backgrounds, but unaffected in the *sima* mutant – this is the pattern that is observed (Figure 7E). Similar trends also held true for *fatiga* and *spermine oxidase*, which were expected, respectively, to only respond in the *dERR* mutant background, or not in any of the three mutant lines. With the exception of a modest H-induction in the *dERR* mutant for *spermine oxidase* the responses were true. Hypoxic responses for *NMNAT*, *LDH*, and *ALAS* were all expected to display the same pattern; which is that only in the *dERR* background will H-responsiveness be significantly reduced/eliminated. Responses were, by-and-large, as expected, except for the significant H-induction of *LDH* in the in *dERR* mutants.

These data indicate that dERR and dHIFa have a different activity profile when in the presence of the other, than either protein has by itself, and suggest that promoter-specific actions of different HIF and/or ERR complexes drive a large percent of hypoxic responses at metamorphic onset. In certain cases, loss of one factor does not influence the other's response, as with loss of dHIFa for the dERR-mediated *Pfk* response (Figure 7E). In other cases, loss of either dHIFa or dERR renders the H-response incomplete, such as occurs with *spermine oxidase*. And, still in other cases, loss of one factor is more detrimental for H-induction than is loss of both, as with *ALAS*. Responses of this type appear to suggest that, at certain loci, dHIFa acts as a negative regulator of hypoxic transcription in the absence of dERR but not in its presence.

## Discussion

Our results underscore the complexities of adaptive responses in hypoxia, which are life-stage specific and controlled by multiple H-sensitive pathways. Although our data confirm that HIF is a major transcriptional driver of hypoxic responses, we also define distinct HIF-independent responses. These data raise new questions about dHIFa collaboration and challenge the notion that the HIF complex has little or no normoxic role. In addition, we show that a significant fraction of HIF-independent pathways can be attributed to the ERR nuclear receptor.

Among the HIF-independent genes were numerous glycolytic transcripts that are well-known responders to hypoxia [26], [31], [40]. The fact that these genes are as effectively upregulated in *sima* mutants as they are in a control response was surprising, particularly considering the known role of HIF-1a in this process [47]. We find that dERR is the overriding factor that mediates hypoxic upregulation of glycolytic genes (*Pgi*, *Pfk*, *GAPDH2*, *enolase*) just prior to metamorphic onset.

Our findings, however, do not exclude dHIFa contribution in hypoxic expression of HI genes at other developmental times. The super-induction of *LDH* during metamorphosis in *w^1118^* animals versus *sima* mutants is consistent with this scenario (Figure 4A). These temporal- and context-specific differences may explain the wide variability in hypoxic responses that have been seen between cell-types [16], [48], despite the ubiquitous presence of the HIF pathway. Furthermore, they may account for discrepancies between our data collected on *Drosophila* and reports on mammalian systems. For example, *LDH* is a HIF-independent hypoxia-regulated gene in late-L3 animals. However, loss of dERR has a greater effect on the diminution of hypoxic induction at this developmental time than does loss of dHIFa (Figure 7C). But, this effect is short-lived, because just hours later, when the larva transitions into a pupa, dHIFa appears to work in combination with a non-HIF pathway to elicit hypoxic responsiveness (Figure 4A). This combinatorial response during *Drosophila* metamorphosis is consistent with vertebrate studies that show *LDH* expression is the product of HIF-1 action that also requires the presence a cAMP response element for full hypoxic induction [47], [49]. Thus, in addition to different pools of potential coregulatory molecules that may significantly alter HIF-dependent transcription, entirely different transcriptional pathways, with their own triggers of hypoxic induction, refine the H response. Given the right spatiotemporal setting, HIF-independent pathways may displace (or substitute for) the HIF pathway altogether, a result that is consistent with our data. Further support of this idea is evident in the expression of Alas2, the rate-limiting enzyme for heme production. *Alas2* has been identified as a HIF-dependent and a HIF-independent hypoxia-regulated gene in mammals [50]–[52]. In our hands, *ALAS* is H-responsive, and displays HIF-independent and ERR-dependent upregulation, which may be subject to dHIFa negative regulation in dERR's absence (Figure 7E).

The dynamic patterns of temporal expression of HI and HD genes raise the fundamental question of how hypoxic responses are regulated through development and into the adult. Low-oxygen responses are not one-size-fits-all programs that mitigate oxidative damage and metabolic imbalance; they must be coordinated with developmental progression and metabolic state. In particular, late-L3 wandering larvae exhibit a hypersensitive transcriptional response to hypoxia for HIF-independent/ERR-dependent glycolytic genes. This includes a robust *LDH* induction (Figure 4A). Paradoxically, however, late-L3 larvae do not produce lactate in the 6-hr hypoxic challenge (Figure 5C, 5E, and Figure S5). In contrast, at other developmental times (L1, adult), animals correspondingly produce lactate in hypoxia, even though they remain transcriptionally incompetent to induce *LDH* transcript (Figure S5 and Figure 4A). We speculate that the atypical transcriptional and metabolic hypoxic profiles of the late-L3 larva are a product of its developmentally programmed energetic state, which at this time is transitioning from low to high efficiency (see the dramatic decrease of *Pfk* expression in late larvae in Figure S4). Just prior to the wandering L3 time, larvae are prolifically growing, and in a state of metabolism that is fueled by aerobic glycolysis – this metabolic program is ERR-dependent [32]. Just after this developmental time, larvae initiate metamorphosis, which will impose 5 days of developmentally forced starvation. During this lipid-driven phase [53], metabolism is characterized by high efficiency OXPHOS.

In contrast to the switch-like hypoxic expression of HIF-independent glycolytic transcripts, the HIF prolyl hydroxylase *fatiga* displays relatively uniform expression throughout development (Figure 3A and Figure S3), suggesting that regulation of the HIF pathway, by HIF itself, is equally important at all times for the animal. Such disparities in induction are only understood in context. While our studies here provide a framework with which to view H responses, they indicate that further developmental analysis is needed to more fully appreciate hypoxic response pathways and the mechanisms that specifically support their activities.

Although we have emphasized the transcriptional and metabolic impacts of hypoxia on carbohydrate catabolism, the breadth of our data sets indicate that many important hypoxia-induced changes are thus far unappreciated and await further investigation. What is the significance, for instance, of the greater than 10-fold increase of HIF-dependent expression of *dDPH-1* (*CG11652*) in hypoxia (Table 1)? DPH-1 is a tumor suppressor that is responsible for the first step of the unique protein modification that occurs on elongation factor 2 (eEF2), which converts a histidine residue to diphthamide. This residue is the target of diphtheria toxin that can shut down protein synthesis through ADP-ribosylation. Although diphthamide formation is conserved from archaea to human, its significance on cellular function is not clear, as it is dispensable for protein elongation [54]. However, it has been implicated in translational fidelity [55] and is likely an asset under stress [56]. GO analysis performed on HD H-regulated genes indicate that dHIFa is important in replenishing select protein translation/RNA processing transcripts. From this perspective, *DPH-1* induction by dHIFa may be indicative of a regulatory role of hypoxic translation for HIFs. Such a role would be consistent with a recent report from mammals that demonstrates a HIF-2a-dependent association with ribosomal/translational control proteins and the selective hypoxic translation of transcripts containing an RNA hypoxic response element in the 3′UTR via a mechanism involving eIF4E2 [57].

Our analysis of carbohydrate catabolism identifies amylase-mediated breakdown of glycogen as the fuel of first resort in hypoxia (Figure 5). This catabolic pathway feeds into glycolysis and supplies needed glucose for increased glycolytic flux, obviating the need to draw on circulating sugar in the form of trehalose, which did not change in the 6-hr challenge. The strategy of glycogen mobilization allows animals to maintain a remarkably stable profile for a wide variety of carbohydrate catabolites.

Trehalose levels are substantially elevated in *sima* mutants, regardless of oxygen status (Figure 5C and 5E). These data may indicate a role for dHIFa in the insulin receptor pathway. Numerous studies demonstrate that trehalose levels are altered by genetic disruptions of the insulin-signaling components [58]–[61]. Alternatively, elevated trehalose levels may be the result of constitutively high expression of *amylase* (Figure 5D). Although the increased *amylase* expression does not translate into a depleted level of glycogen in the *sima* mutant (Figure 5A), it is conceivable that increased glycogen deposition compensates for increased glycogenolysis.

It is important to note that post-transcriptional control mechanisms are well known to impact glycolytic enzymes. Although we did not document them, we consider such influences on hypoxic glycolytic flux likely to have genotype-specific effects.

*sima* mutants do not mobilize glycogen in hypoxia, but they are able to initiate H-induced changes for other carbohydrates. This is the case for the glycolytic intermediate DHAP, which more than doubles in a control hypoxic response and significantly accumulates in mutants (Figure 5C, 5E). These findings are consistent with appropriate transcriptional responses we noted for glycolytic transcripts in *sima* animals, which are upregulated in hypoxia by dERR, not dHIFa. The results for glycogen notwithstanding, it is the widespread derangement of normoxic set points for metabolites that characterizes the metabolic incompetency of the *sima* mutant. Our data indicate that dHIFa has it greatest impact on metabolism in the unchallenged normoxic state, rather than in hypoxia.

The mechanism whereby dERR participates in hypoxic responses needs to be explored further. We identified dERR as a potential player in hypoxic responses through its association with dHIFa (Figure 6A), suggesting that it acts in a collaborative role with the HIF complex through direct recruitment to HREs. This model was favored by the Ao et al. report for ERR participation in hypoxic responses in vertebrates [39]. Additionally, dERR may recruit dHIFa to ERR-specific response elements to facilitate H responses. Another possibility is that dERR actively regulates hypoxic transcription without dHIFa at all; or, in parallel to the actions of dHIFa, which may occur independently, yet simultaneously. Each of these scenarios is consistent with hypoxic expression analysis that we performed to generate HD, HI, ED, and DM gene sets. Moreover, in the presence of dERR, dHIFa may act as a negative regulator of hypoxic responses at select hypoxia-regulated sites (Figure 7E, *NMNAT*, *ALAS*). Of further interest also, will be the identification of the triggers for ERR participation in hypoxic-induced responses.

Apart from dERR and dHIFa, our data indicate that at least one more hypoxic-sensitive pathway is active and important for mediating hypoxic adaptation, as we found many H-sensitive transcripts that fall outside the regulation of either factor. The nature of the alternate pathway(s) is unknown. The results shown here suggest that identifying the sensors and effectors that regulate these HIF- & ERR-independent hypoxic response pathways will have profound impacts on our understanding of hypoxic signaling, and will undoubtedly provide new avenues with which to approach the complex problem of metabolic transition.

## Materials and Methods

### Fly strains and hypoxic treatments

Flies were maintained on regular cornmeal-molasses-yeast media at 25°C. *sima* mutants (*sima^07607^*) [43] were obtained from Bloomington Stock Center. *w^1118^* animals were treated as controls. *dERR* mutants (*dERR^1^/dERR^2^*) are described elsewhere [32]. *dERR,sima* double-mutants were generated by recombination of the *sima^07607^* allele with each of the individual *dERR^1^* and *dERR^2^* mutations. Embryos were collected at 25°C for 14 hrs onto egg caps (molasses-agar media in 35 mm×10 mm dishes) with yeast paste. Mid-L2 larvae were transferred to a fresh egg cap with blue yeast paste (0.3% bromophenol blue), and allowed to develop until achieving the partial clear-gut L3 stage (−10 to −4 hrs RTP). Staged animals were moved to fresh agar plates and allowed to age an additional 6 hours at 25°C (normoxic treatment); or, animals were placed in an airtight Modular Incubator Chamber (Billups-Rothenberg, Inc., Del Mar, CA) for 6 hours at 25°C after a gas mixture containing 4% oxygen balanced with nitrogen was flashed into the chamber (hypoxic treatment). The *sima^07607^* chromosome was carried over a TM3, twi-GFP (green fluorescent protein) balancer chromosome. Homozygous mutant larvae were sorted for the absence of GFP expression using a Zeiss Discovery V.8 dissecting stereoscope with fluorescence at mid-L2. For lethal phase analysis in Figure 6B, 0–4 hr post-hatch L1 larvae were sorted for fluorescence to assign genotype. Larvae were placed in vials containing fresh yeast paste and were then exposed to 21% (normal air) or 4% oxygen for 48 hrs and scored for lethality or completion of L1.

### Microarray analysis

Microarray analyses were performed on at least three biological replicates of *w^1118^* animals, *sima* mutants, *dERR* mutants, and *sima,dERR* double-mutants at the partial clear-gut L3 stage and treated for 6 hrs in normoxia or 4% O_2_. For each biological replicate, at least 10 larvae were collected and washed with 1×PBS before homogenization in TRIzol (Invitrogen, Carlsbad, CA) using a VWR disposable pellet mixer. Total RNA was isolated using a TRIzol/RQ1 DNase hybrid extraction protocol (Promega, Madison, WI). Template labeling was done using the GeneChip 3′ IVT Express Kit according to the manufacturer's specifications (Affymetrix, Santa Clara, CA). Hybridizations to Affymetrix GeneChip Drosophila Genome 2.0 arrays were performed using the manufacturers recommendations. Every chip was scanned at a high resolution by the Affymetrix GeneChip Scanner 3000 according to the GeneChip Expression Analysis Technical Manual procedures (Affymetrix, Santa Clara, CA). Raw data were normalized with RMA [62] and analyzed with the significance analysis of microarray (SAM) program [63]. No changes below 1.5-fold were considered significant. Additionally, the following false discovery rate percentages were imposed: 0.733% for *w^1118^* normoxia vs. *w^1118^* hypoxia; 0.414% for *sima* normoxia vs. *sima* hypoxia; 0.721% for *w^1118^* hypoxia vs. *sima* hypoxia; 7.84% *dERR* normoxia vs. *dERR* hypoxia; 0.619% for *w^1118^* hypoxia vs. *dERR* hypoxia; 0.662% *dERR,sima double-mutant* normoxia vs. *dERR,sima double-mutant* hypoxia; 0.703% for *w^1118^* hypoxia vs. *dERR,sima double-mutant* hypoxia. Microsoft Access was used to compare data sets. Microarray data from this study can be accessed at the Omnibus website (http://www.ncbi.nlm.nih.gov/geo) with the accession number GSE33100.

### Quantitative RT–PCR

Total RNA samples were isolated as described above. RNA was reverse transcribed with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA) using the manufacturer's specifications. For real-time PCR, premixed primer-probe sets were purchased from Applied Biosystems, with the exception of the primer set used for *amylase*. For *amylase*, a standard SYBR Green (Bioline, Taunton, MA) protocol was used with the primer sets: 5′ AACTACAACGACGCCAACGAG 3′ and 5′ TGGTCGGTGTTCAGGTTCTTG 3′. All amplifications were carried out on a CFX96 real-time PCR system (Bio-Rad, Hercules, CA). Experimental values were normalized to values obtained for the *Rp49* probe set. Data are reported as the mean±SEM. All values reported represent experiments performed on at least three biological replicates.

### Metabolic analyses

Analyses were performed on partial clear-gut L3 larvae treated for 6 hours in normoxia or 4% O_2_. After treatment, animals were washed twice in PBS pH 8.0 and immediately frozen at −80°C. For glycogen measurements, 45 animals were split into three pools and the assay was performed essentially as described [64]. Color intensity was measured using a Bio-Tek Elx800 absorbance micro-plate reader at 540 nm. Glucose and glucose+glycogen amounts were determined using a standard curve. The amount of glycogen was determined by subtracting the glucose from the glucose+glycogen total. Glycogen amounts were normalized to protein content in each homogenate using a Bradford assay (Bio-Rad). For ATP measurements, larvae were homogenized in 300 µl of 6M guanidine-HCl extraction buffer (100 mM Tris and 4 mM EDTA, pH 7.5). The homogenate was heated at 70°C for 5 min and centrifuged in at 3000×g for 1 min. The supernatant was diluted 1∶750 in dilution buffer (25 mM Tris and 100 µM EDTA, pH 7.5) and spun at 14000×g for 3 min, after which 10 ll supernatant was transferred to a 96-well white opaque plate and mixed with 100 ll of luminescent solution (Invitrogen, Molecular probes). Luminescence was immediately measured by a Bio-Tek Synergy 2 SL luminometer. The amount of ATP was determined using a standard curve. Amounts were normalized to total protein. For lactate measurements, 300 first instar larva, 60 third instar larva or 30 1-day-old males were split into three pools and measured as described Monserrate et al. (2012) using Lactate Assay Kit (Biovision Milpitas, CA,) [65]. For metabolomics, analyses were performed by Metabolon, Inc. (Durham, NC). Replicates were normalized by protein content (Bradford analysis). Recovery standards were added to samples prior to extraction using a proprietary series of organic and aqueous solutions. Extracts were divided into two fractions, one for GC and one for LC. Organic solvent was removed using a TurboVap (Zymark). Briefly, for LC/MS, split samples were dried and reconstituted in acidic or basic LC-compatible solvents containing standards. Positive and negative ion-optimized sample conditions were analyzed in separate injections. For acidic reconstitutions a gradient of water and methanol containing 0.1% formic acid was used, and for basic extracts a water/methanol gradient with 6.5 mM NH_4_HCO_3_. Analysis was performed on a Thermo-Finnigan LTQ mass spectrometer with an electrospray ionization source and linear ion-trap mass analyzer. For GC, samples were re-dried under vacuum prior to derivatization under nitrogen using bistrimethyl-silyl-trifluoroacetamide. The column was 5% phenyl with a temperature ramp of 40° to 300°C over 16 minutes. Samples were analyzed using a Thermo-Finnigan Trace DSQ fast-scanning single-quadrapole mass spectrometer with electron impact ionization. Refer to Table S2 for normalized data of each replicate and *p*- and *q*-values. Extensive quality control care was applied to minimize variability between days. The Metabolon platform has been described elsewhere [66], [67]. Data values were imputed in the following way when values fell below the threshold level of detection: when all six replicates were undetectable, each was assigned the minimum detectable value of across all compounds tested; when five or less replicates were undetectable, sample values were assigned the minimum value obtained among those that were detected for a given compound.

### Yeast two-hybrid screen and GST-pulldown

A yeast two-hybrid screen was conducted using the Invitrogen ProQuest Two-Hybrid System. For this purpose, three cDNA prey libraries were simultaneously prepared using the CloneMiner cDNA Library Construction Kit (Invitrogen). All the libraries (a, b, c) were made from poly-A-selected RNA that was extracted from *w^1118^* animals at −4, +0, or +4 RTP, which was reverse transcribed and pooled in equal proportions before library construction. Each library differs by only a single base pair in the adapter sequence to facilitate expression of clones in all three frames. Extensive procedures, provided by the manufacturer, were followed to capture clones into the pDONR222 vector. Clones in the donor vector were subsequently recombined into the pDEST22 vector. Libraries were titered (a = 7.18E6 CFU, b = 4.44E6 CFU, c = 14.28E6 CFU) and sampled for average insert size (a = 1.64 kb, b = 1.25 kb, c = 1.6 kb) before transformation into ElectoMax cells (Invitrogen). Transformed cells for each library were pooled (total of 6.4E6 CFU) and grown for 22 hrs at 30°C for preparation of library DNA by standard techniques. 22lg of library DNA was transformed into the yeast bait strain containing the LBD of dERR (L193-R496) that had been recombined into the pDEST32 vector. A total of 5.28E5 clones were screened by auxotrophic selection. All positive hits were sequenced. GST-pulldown experiments and the expression of GST-fused ERR constructs in pGEX-4T1 were performed as described [68].

### Statistical analysis

A one-way ANOVA *F*-test was applied to test for the differences in glycogen levels, followed by Tukey's HSD method. For developmental qRT-PCR analysis, delta CT values were used to perform statistical analysis, whereby a two-tailed unpaired student's t-test was applied for the differences in gene expression using a Bonferroni correction. Following log transformation and imputation, a one-way ANVOA with contrasts was used to identify significance for metabolites in the mass spec analysis (See Table S2). Cumulative hypergeometric probability was used to determine significance between overlapping gene sets.

## Supporting Information

Figure S1 Scheme to identity HIF-independent (HI) and HIF-dependent (HD) hypoxia-regulated genes. The HIF-independent set (640 genes), represents the direct comparison of N- or H-treated samples from *sima* mutants. The Total H-genes set (1127 genes) represents the direct comparison of N- or H-treated samples from *w^1118^* animals. The HI H-genes set (black circle), represents the overlap of the Total H-genes set with the dHIF-independent set. The dHIF-dependent set2 (873 genes), represents the subtraction of the dHIF-independent H-genes set from the Total H-genes set. The dHIF-dependent set1 (801 genes) represents the direct comparison of H-treated samples from *w^1118^* animals and *sima* mutants. The HD H-genes set (green circle), represents the overlap between the dHIF-dependent sets1 and 2. All genes in any of the sets are up- or downregulated at least 1.5-fold and have a FDR of less than 1%. See Table S1 for gene set lists.
(EPS)

Figure S2 Scheme to identity ERR-dependent (ED) and ERR&HIF-dependent (DM) hypoxia-regulated genes. The HD H-genes (green circle) were determined as outlined in Figure S1. The dERR-independent set (blue outlined oval) represents the direct comparison of N- or H-treated samples from *dERR* mutants. The Total H-genes set (black outlined oval) represents the direct comparison of N- or H-treated samples from *w^1118^* animals. The dERR-dependent set2, represents the subtraction of the dERR-independent set from the Total H-genes set. The dERR-dependent set1 represents the direct comparison of H-treated samples from *w^1118^* animals and *dERR* mutants. The ED H-genes set (blue circle), represents the overlap between the dERR-dependent sets1 and 2. The ERR&HIF-dependent H-genes set (red circle) was determined using the same scheme as above, except that the *dERR,sima* double-mutant was used instead of the *dERR* mutant. All genes in any of the sets are up- or downregulated at least 1.5-fold and have a FDR of less than 1%, except for the dERR-independent set (noted with *). FDR constraints were relaxed for this set alone. It includes FDR scores that are elevated to <7%. See Table S1 for gene set lists.
(EPS)

Figure S3 Normoxic expression versus hypoxic induction of HIF-dependent transcripts. qRT-PCR analysis of transcripts shown in Figure 3. Traces are the temporal expression profiles for each transcript in normoxia or hypoxia (treated for 6-hr in 4% O_2_) from *w^1118^* animals or *sima* mutants. Values were arbitrarily scaled to the value obtained for 6–12 hr embryonic time-point for the *w^1118^* control in normoxia, which was assigned a value of 1.0. All values are normalized to *rp49* expression. Error bars are the SEM.
(EPS)

Figure S4 Normoxic expression versus hypoxic induction of HIF-independent transcripts. qRT-PCR analysis of transcripts shown in Figure 4. Traces are the temporal expression profiles for each transcript in normoxia or hypoxia (treated for 6-hr in 4% O_2_) from *w^1118^* animals or *sima* mutants. Values were arbitrarily scaled to the value obtained for 6–12 hr embryonic time-point for the *w^1118^* control in normoxia, which was assigned a value of 1.0. All values are normalized to *rp49* expression. Error bars are the SEM.
(EPS)

Figure S5 Lactate production in hypoxia is life-stage-dependent. Lactate measurements from mid-L1 (A), late-L3 (B), and day-old males (C) from *w^1118^* animals and *sima* mutants treated for 0, 4, or 6 hrs in 4% O_2_. All measurements were determined in triplicate. Values are normalized to protein content. Error bars are the SEM.
(EPS)

Figure S6 Gene ontology analysis of ERR-dependent and ERR&HIF-dependent hypoxic genes. GO analysis was performed on the dERR-dependent (ED) genes set (A) and on the dERR&dHIF (DM) genes set (B) that that were derived from microarray analysis of H- or N-treated control (*w^1118^*) animals, *ERR* mutants or *dERR,sima* double-mutants collected at the partial clear-gut late-L3 time. See Figure S2 for the analysis scheme. The numbers of H-regulated genes affected are shown along with the total number of genes in each category. All transcripts are up- or downregulated at least 1.5-fold and have a false discovery rate (FDR) of <1%.
(EPS)

Table S1 Hypoxia-regulated gene sets identified by microarray analysis.
(XLS)

Table S2 Metabolic analysis of carbohydrates by GC/MS and LC/MS.
(XLS)

Table S3 Lethal phase analysis of embryos and L1 larvae subject to different oxygen concentrations.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

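The values used are the authors' RMA intensities for 18952 probe sets on 26 arrays, with 5 arrays of *w1118* in hypoxia and 3 of each other group. They are on the linear scale, and the log2 of each was taken before any test. The RMA version, and whether all arrays were normalized together, are not given in the sources used here. The 183 control probe sets were left out, so 18769 were tested. Of all probe sets, 13647 are listed for 1 gene, 402 for several and 4903 for none, and the tests by gene used 11982 genes.

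Changes, standard errors and p values come from limma 3.58.1 in R 4.3.3, with 1 model of 8 groups. The comparisons are hypoxia against normoxia in each of 4 genotypes, each mutant against *w1118* in hypoxia and in normoxia, and, for each mutant, the interaction, which is the difference between its hypoxic change and that of *w1118*. Adjusted p values are Benjamini-Hochberg values over all probe sets tested. The HI, HD, ED and DM sets follow the scheme of the paper's supplementary figures. The paper used SAM, and SAM was computed here as an alternative, with 56 or 20 permutations. Comparisons, thresholds and alternatives were set before the data were examined, apart from those named in the closing parts as added later.

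Families of genes were tested with camera, which compares a list with all other genes, once with a preset correlation between genes of 0.01 and once with the correlation estimated from the data. A list passed at an adjusted p under 0.05 over 27 lists. The lists cover glycolysis, the HIF pathway, glycogen and trehalose, the pentose phosphate pathway, the TCA cycle, oxidative phosphorylation, cytochrome P450 enzymes, ecdysone synthesis, glutathione S-transferases, UDP-glycosyltransferases, heat shock proteins, heme synthesis, aminoacyl-tRNA synthetases, the nucleolus, cytosolic ribosomal proteins, cuticle proteins, the ecdysone response, salivary gland glue, the late puff at 71E, fat body, muscle, midgut digestion, hemocytes, neurons, testis, immune peptides, and lipid storage and breakdown. A check on the share of tissues added the mean of the muscle, midgut and testis lists on each array to the model as covariates. The probe set with the highest mean stands for a gene in a list.

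Genes are named where the paper names them, where they are among the 10 largest rises or falls of a comparison with groups that do not overlap, or where they have the smallest p values of a list.

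In simulated data of the same size, limma recovered 82.1% of 2-fold changes and 93.9% of 4-fold changes in the *w1118* comparison with 0 false calls, and SAM recovered 52.2% and 90.9%. In the *sima* comparison limma recovered 76.1% of 2-fold changes and SAM 19.4%. For the *sima* interaction limma recovered 53.7% with 2 false calls. A simulated shift of 1 list was found by camera with either correlation, with 0 other lists called. The simulated probe sets varied independently of each other. The simulations therefore do not show how either test behaves with correlated genes or with structure among the arrays.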

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

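The test of lost HIF activity at normal oxygen was written only after the result was seen, and so were the use of testis transcripts as a covariate, the HIF pathway list without *sima* in hypoxia, and the chance overlaps of sets built from split *w1118* hypoxia arrays.

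The hypoxic change differed between genotypes for 59 probe sets in *sima*, 20 in *dERR* and 90 in the double-mutant. In *sima* the interaction was -2.43 for *fatiga*, -1.14 for *dVHL*, -2.96 for *spermine oxidase*, and -2.17 and -2.01 for 2 probe sets of *sequoia*. For *branchless* it was -3.06, -1.56 and -1.41 by its 3 probe sets. In *dERR* it was -2.74 for *spermine oxidase* and -1.54 for *Alas*. In the double-mutant it was -2.79 for *fatiga*, -1.18 for *dVHL*, -2.87 for *spermine oxidase*, -2.03 and -2.21 for *sequoia*, and -2.62, -1.49 and -1.39 for *branchless*. Random regroupings of the arrays gave as many calls in 3, 2 and 4 of 100, the real grouping included, and the highest other counts were 2008, 58 and 1892. The regroupings with 2008 and 1892 calls exchange all normoxic arrays between the genotypes and mix the hypoxic ones, so they reflect structure of the samples. That with 58 mixes normoxic arrays alone, and what drives its calls was not tested. The *sima* count was 38 and 32 without *w1118* normoxia replicates 2 and 3, 36 and 37 without *sima* normoxia replicates 2 and 3, and 39 without *sima* hypoxia replicate 3. The *dERR* count was 10, 11 and 6 without *w1118* normoxia replicates 1, 2 and 3, 9 without *dERR* normoxia replicate 1, 10 without *w1118* hypoxia replicate 3 and 6 without *dERR* hypoxia replicate 3. The double-mutant count was 57 and 52 without *w1118* normoxia replicates 2 and 3, 52 and 53 without double-mutant normoxia replicates 1 and 3, and 56 without double-mutant hypoxia replicate 1.

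Before any hypoxia, mutants differed from *w1118*, by 275 probe sets in *sima*, 429 in *dERR* and 168 in the double-mutant. *Cyp6a17*, a P450, was higher in normoxia by 4.92 in *sima*, 4.79 in *dERR* and 3.26 in the double-mutant. The *sima* count was 146 and 145 without *w1118* normoxia replicates 2 and 3 and 153 and 162 without *sima* normoxia replicates 2 and 3. The *dERR* count was 215, 150 and 193 without *w1118* normoxia replicates 1, 2 and 3 and 138 without *dERR* normoxia replicate 2. The double-mutant count was 103, 88 and 87 without *w1118* normoxia replicates 1, 2 and 3 and 102 and 81 without double-mutant normoxia replicates 1 and 3. With 10 splits of the arrays, too few for a share under 0.05, the real split alone (1 of 10) gave each count, and the highest other counts were 1, 0 and 0. For *sima*, variants near the gene are excluded as the cause of most calls, since 2.97% of the called genes lie among the 100 measured genes on each side of it. Variants elsewhere in the genome were not tested. Of tissues, only muscle, midgut and testis were tested, with their list means as covariates. A different share of these is excluded as the whole cause for *sima*, since 64.4% of the calls were kept (177 of 275). For *dERR* 67 of the 429 were kept, with a median SE of 0.171 against 0.152, so there it was not excluded, and for the double-mutant 114 of 168 were kept. Loss of HIF activity at normal oxygen stays open, since the 6 HIF pathway genes without *sima* had a median difference of -0.0594 and went both ways, from *fatiga* (-0.54, SE 0.19) to *btl* (0.41, SE 0.23), with 0 called.

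The mean hypoxic change of the aminoacyl-tRNA synthetase list was higher in *sima* and the double-mutant together than in *w1118*, by 0.56 (SE 0.0834). By camera the interaction in *sima* (adjusted p = 6.03e-09) did not hold (adjusted p = 0.165 with an estimated correlation), and 2 of 17 members passed it (6 when adjusted over the list alone). In the double-mutant 3 of 17 passed it (8 when adjusted over the list alone), and the list's interaction (adjusted p = 1.12e-09) did not hold (adjusted p = 0.107 with an estimated correlation). Nor did the rises of the list in *sima* and the double-mutant (adjusted p = 0.0532 and 0.0618 with an estimated correlation). A different share of muscle, midgut or testis is excluded as the whole cause (0.55, SE 0.0876, with these lists as covariates), and other tissues were not tested. With the ecdysone response and glue list means as covariates the value was 0.52 (SE 0.0952). Ecdysone response genes were called both ways in *sima*, so their mean can miss a shift, and developmental stage was not excluded. Normalization was not excluded, as the value was 0.41 (SE 0.146) after median centring. An amino acid response through ATF4 was not decided either, with homologs of its targets at -0.58 (SE 0.293).

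Testis transcripts were lower in *w1118* hypoxia replicates 4 and 5, among them *Mst84Db* (-2.41) and *ocn* (-2.46). Normalization is excluded, since -1.85 remained after median centring. Stage was not decided, with a correlation of 0.27 across arrays. A second list of 16 testis genes had a median of -1.22, with 15 lower, which fits a smaller share of testis tissue in these replicates.

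Single arrays stood apart in *w1118* in hypoxia for 4 of 32 named probe sets checked, by the gap as a share of the range, against a critical value of 0.71. They were 1 probe set of *branchless* in replicate 1 (0.727), *CG31769* in replicate 4 (0.742), *Pgm* in replicate 1 (0.923) and *aay* in replicate 1 (0.736).

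Among splits of the arrays in hypoxia comparisons, the share with as many calls was under 0.05 for *w1118* (2 of 56 as large, real 966, highest other 1666). The other split sets hypoxia replicates 1, 4 and 5 apart and so reflects structure of the samples. The share was not under 0.05 for *sima* against *w1118* in hypoxia (3 of 56, real 856, highest other 1293). It was under 0.05 for *dERR* against *w1118* (1 of 56, real 1157, highest other 368) and the double-mutant against *w1118* (1 of 56, real 1136, highest other 413). These splits treat the 5 *w1118* arrays in hypoxia as exchangeable. Replicates 2 and 3, and 4 and 5, were closer to each other than other pairs, so a share under 0.05 does not exclude chance. For hypoxia within *sima*, *dERR* and the double-mutant the splits are too few for a share under 0.05 (1 of 10 each), with real counts of 675, 73 and 886 and highest others of 1, 5 and 0. For the sets, with the same limit, the share was under 0.05 for HI (1 of 56, real 296, highest other 14). The share was also under 0.05 for HD (2 of 56, 145, 281), ED (2 of 56, 221, 427) and DM (2 of 56, 198, 263). For each of HD, ED and DM another split held more members than the real one, so structure of the samples was not excluded.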

How the results depend on the processing

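The testis list mean as a covariate was chosen only after the result was seen, and the other alternatives were set earlier. For each changed result below, the cause was not tested. No call of a named gene was reversed. With 1 array left out, 1792 of 1970 named-gene calls stayed the same and 178 were weaker, and under the other alternatives 2752 of 2892 stayed the same and 140 were weaker.

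limma on the 2 groups alone called 531 probe sets for hypoxia in *w1118*, 264 for *sima* against *w1118* in hypoxia, 0 for hypoxia in *dERR* (where SAM also called 0, limma 73, and 2731 had an unadjusted p under 0.05), 200 for *dERR* against *w1118* in hypoxia, 213 for hypoxia in the double-mutant and 222 for the double-mutant against *w1118* in hypoxia. In normoxia it called 1937 for *sima*, 68 for *dERR* and 108 for the double-mutant. The interactions numbered 37, 2 and 48. The HI, HD, ED and DM sets had 102, 55, 46 and 52 members, with 8 in HI and ED, 12 in HD and ED, and 35 of DM in HD or ED.

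The fit of array weights stopped before it reached its convergence tolerance. With array weights there were 1060 calls in *sima*, 1516 in the double-mutant, and 2256, 996 and 1522 in normoxia for *sima*, *dERR* and the double-mutant. The interactions numbered 209, 81 and 393, HI held 502, ED 360, and the overlaps of ED with HI and HD 101 and 85. SAM called 1091 in *sima*, and 2218, 61 and 993 in normoxia, with 95 in HI and ED. In normoxia SAM called 516 higher and 1702 lower for *sima*, and 391 and 602 for the double-mutant. The balance by limma was the reverse, with 177 higher and 98 lower, and 93 and 75. For *dERR* more were higher by both, with 36 and 25 by SAM and 278 and 151 by limma. With replicate numbers as a block there were 565 for *sima* against *w1118* in hypoxia, 469 in normoxia, and 36 in HD and ED. Replicates 4 and 5 exist only for *w1118* in hypoxia, so the block also removes these arrays from its change, and leaving them out without a block gave 613 for *sima* against *w1118* in hypoxia and 38 in HD and ED. Arrays with the same number were no more alike (mean r 0.0155) than others (mean r -0.0055), so the numbers do not pair samples. Median centring gave 26 calls in *dERR*, 44 interactions of the double-mutant and 40 probe sets in HI and ED. In *dERR* 23 of the 26 were higher and 3 lower, and quantile normalization again gave 53 higher and 18 lower. Median centring gave 227 higher and 72 lower in normoxia for *sima*, 292 and 82 for *dERR*, 100 and 50 for the double-mutant, 5 and 43 for the *sima* interaction and 4 and 40 for that of the double-mutant, for which quantile normalization gave 32 and 54. The testis covariate gave 117 calls in *dERR* and 33 *dERR* interactions. Of 351 list tests, 125 passed with the preset correlation and 8 with the estimated one.

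Leaving out 1 array gave 672 (without *w1118* normoxia 1) to 991 (without *w1118* hypoxia 1) calls in *w1118*, 412 (*sima* hypoxia 3) to 557 (*sima* hypoxia 2) in *sima*, and 535 (*sima* hypoxia 3) to 1300 (*w1118* hypoxia 1) for *sima* against *w1118* in hypoxia. For *dERR* it gave 19 (*dERR* hypoxia 2) to 183 (*dERR* hypoxia 1), and against *w1118* 526 (*dERR* hypoxia 3) to 1821 (*w1118* hypoxia 1). For the double-mutant it gave 476 (double-mutant hypoxia 1) to 934 (double-mutant normoxia 2), and against *w1118* 552 (double-mutant hypoxia 1) to 1650 (*w1118* hypoxia 1). In normoxia the ranges were 145 (*w1118* normoxia 3) to 201 (*sima* normoxia 1) for *sima*, 138 (*dERR* normoxia 2) to 481 (*dERR* normoxia 1) for *dERR* and 81 (double-mutant normoxia 3) to 114 (double-mutant normoxia 2). For the interactions they were 32 to 75, 6 to 28 and 52 to 128, lowest without *w1118* normoxia 3 and highest without *w1118* hypoxia 1. HI ranged from 216 (*sima* normoxia 2) to 334 (*w1118* hypoxia 4), HD from 106 (*w1118* normoxia 3) to 197 (*w1118* hypoxia 1), ED from 128 (*dERR* hypoxia 3) to 303 (*w1118* hypoxia 1) and DM from 129 (double-mutant hypoxia 3) to 251 (*w1118* hypoxia 1). HI and ED shared 39 (*dERR* hypoxia 3) to 80 (*w1118* hypoxia 1), HD and ED 31 (*w1118* hypoxia 3) to 93 (*w1118* hypoxia 1), and DM had 99 (*w1118* normoxia 3) to 212 (*w1118* hypoxia 1) in HD or ED. The correlation of *w1118* and *sima* changes ran from 0.259 (*sima* hypoxia 1) to 0.518 (*w1118* hypoxia 4), and it was 0.618 with *w1118* hypoxia replicates 1 to 3 and 0.6305 with the testis covariate. The list tests that passed ran from 112 to 129 and the named-gene calls from 256 (*w1118* normoxia 3) to 280 (*w1118* hypoxia 1).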

Differences from the paper's values

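The testis covariate was chosen only after the result was seen, and it is not used in this part.

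At the relaxed threshold, 275 probe sets were called for hypoxia in *dERR*, against 104 in the paper's supplement. It is not known that the thresholds are the same, since the threshold here is the 7.84% of the paper's methods and the 104 reach a q of 11.0%. Of the alternatives set before the data were examined, median centring (134), SAM (76) and leaving out *dERR* normoxia replicate 2 (147), *dERR* hypoxia replicate 2 (129) or *dERR* hypoxia replicate 3 (139) give counts within 1.5-fold of 104. The other alternatives and arrays left out do not, among them limma on the 2 groups alone (18), array weights (375) and quantile normalization again (238).

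In the HI set, 207 members were higher in hypoxia in *w1118*, against 130 in the paper's supplement. limma on the 2 groups alone (89), a replicate block (188), *w1118* hypoxia replicates 1 to 3 (193), and leaving out any array of *w1118* in normoxia, of *sima* at either level or double-mutant normoxia replicate 3 (194) bring the count within 1.5-fold. SAM (282), array weights (277), median centring (197) and the rest do not.

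In the HD set, 37 members were higher in *sima* than in *w1118* in hypoxia, against 68 in the paper's supplement. Array weights (62) and leaving out *w1118* hypoxia replicate 1 (55) bring the count within 1.5-fold, and no other alternative does.

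For single genes, the paper expected the response of *LDH* to be reduced or lost in *dERR* alone and saw it induced there by qRT-PCR. On the arrays it rose in *dERR* too (3.39), and it is in the HI but not the ED set. By qRT-PCR the paper found no induction of *amylase* in *sima*, and on the arrays its change in *sima* did not pass (adjusted p = 0.0836) but its hypoxic level did not differ from *w1118* at the threshold (adjusted p = 0.0344), so it is not in the HD set. *GAPDH2* (adjusted p = 0.0173 by the probe set used here), *Krüppel* (adjusted p = 0.0359) and *obstructor-H* (adjusted p = 0.0183) were not called in *w1118*, and these genes were not tested there under the alternatives. *Prx2540-2* is in no set by the probe set the paper classes as HD, while the other is HI. *CG9503* rose in *w1118* (1.31) and fell in *sima* (-1.50), which places it in HI, ED and DM by the scheme of the paper though the directions are opposite. The overlap of HI with ED is not above chance among the *w1118* calls. The paper describes nucleolar transcripts as upregulated in hypoxia in the double-mutant. Of the 17 in the list here, 6 fell in *w1118* and 0 rose or fell in the double-mutant, where 8 were higher than in *w1118* in hypoxia.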

Other observations

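No test reported in this part was chosen only after the result was seen.

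Of 31 midgut digestive enzymes, 14 were higher and 1 lower in *dERR* than in *w1118* in hypoxia by limma (18 and 1 when adjusted over the list alone), with the proteases *Jon44E* (3.68, SE 0.46) and *thetaTry* (2.49, SE 0.44) and the maltase *Mal-A3* (3.65, SE 0.81) among them and the lysozyme *LysX* lower (-4.35, SE 0.44). Camera's adjusted p was 6.43e-12, which did not hold (adjusted p = 0.301 with an estimated correlation). Of 73 oxidative phosphorylation transcripts, 12 were higher there (26 when adjusted over the list alone), such as *ATPsynC* (0.97, SE 0.20), a list shift by camera (adjusted p = 4.67e-13) that did not hold (adjusted p = 0.503 with an estimated correlation). Of 11 muscle transcripts, 1, *Mlc2*, was higher (2.76, SE 0.56; 4 when adjusted over the list alone), and the list shift (adjusted p = 2.18e-06) did not hold (adjusted p = 0.503 with an estimated correlation). Of 9 TCA cycle transcripts, 2 were higher and 1 lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.0728), with *mAcon1* at 0.99 (SE 0.22). Of 5 pentose phosphate transcripts, 2 were lower (2 when adjusted over the list alone; camera adjusted p = 0.0779), with *Rpi* at -0.83 (SE 0.13). Of 13 immune transcripts, 3 were higher and 2 lower (3 and 3 when adjusted over the list alone; camera adjusted p = 0.523), with *DptB* at 3.36 (SE 0.66) and *Drsl2* at -4.50 (SE 0.78).

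Heme synthesis transcripts rose in hypoxia in *sima*, where *FeCH*, the enzyme that inserts iron into heme, changed by 1.28 (SE 0.11) and 2 of 6 were called (2 when adjusted over the list alone), and the list shift held (adjusted p = 0.0060 with an estimated correlation). *Coprox*, of a middle step, rose in *w1118* (0.64, SE 0.09) and was lower in *sima* in hypoxia (-1.12, SE 0.09). In the double-mutant 14 of 34 glutathione S-transferases rose and 1 fell (16 and 1 when adjusted over the list alone), with *GstD5* at 3.77 (SE 0.26), and the shift (adjusted p = 1.32e-07) did not hold (adjusted p = 0.197 with an estimated correlation). There 7 of 35 UDP-glycosyltransferases rose and 1 fell, the same when adjusted over the list alone (camera adjusted p = 0.0938). In *sima*, 1 of 14 ecdysone response transcripts rose and 3 fell (1 and 6 when adjusted over the list alone), a shift (adjusted p = 6.44e-04) that did not hold (adjusted p = 0.424 with an estimated correlation). In *w1118* 2 of 7 ecdysone synthesis transcripts fell (2 when adjusted over the list alone; camera adjusted p = 0.0886), *nvd* (-0.83, SE 0.20) and *spok* (-1.35, SE 0.33). Of 7 heat shock transcripts there, 1 rose and *Hsc70-3* fell (-0.77, SE 0.16), the same when adjusted over the list alone (camera adjusted p = 0.890). Of 80 cuticle transcripts there, 3 rose and 2 fell, the same when adjusted over the list alone, with *Cpr67B* at 1.65 (SE 0.19), a median of 0.08, a mean of -0.03 and no shift (adjusted p = 0.840). Genes named in this part only were not tested again with arrays left out.

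No member was called in hypoxia in *w1118* by limma, over all probe sets or when adjusted over the list alone, for 9 glue transcripts (camera adjusted p = 0.165), 9 of the late puff (0.951), 4 of fat body (0.625), 8 of hemocytes (0.159), 8 of neurons (0.164) or 10 of testis. For the late puff the median was -0.015 and the mean 0.04. The testis list was lower (median -1.22, adjusted p = 0.0094), which did not hold (adjusted p = 0.796 with an estimated correlation).

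Of 17 synthetase transcripts of tRNA charging, 10 rose in hypoxia in *sima* and 9 in the double-mutant, list shifts that did not hold (adjusted p = 0.0532 and 0.0618 with an estimated correlation). These rises could follow an amino acid response through ATF4. The homologs of its targets changed by -0.58 (SE 0.293) relative to *w1118*, which does not decide it, and 5 of 11 rose in *w1118*, 2 in *sima* and 3 in the double-mutant. By camera their interactions were down, opposite to the synthetases, in *sima* (median -0.72, adjusted p = 0.0099) and the double-mutant (median -0.73, adjusted p = 0.0141). Neither held (adjusted p = 0.6556 and 0.6826 with an estimated correlation). Measuring ATF4 protein or uncharged tRNA in *sima* larvae in hypoxia would test such a response.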
